# Mouse Paternal RNAs Initiate a Pattern of Metabolic Disorders in a Line-Dependent Manner

**DOI:** 10.3389/fgene.2022.839841

**Published:** 2022-03-28

**Authors:** Guzide Satir-Basaran, Leila Kianmehr, Ecmel Mehmetbeyoglu, Kezban Korkmaz Bayram, Mehmet Memis, Zeynep Yilmaz, Esra Tufan, Serpil Taheri, Fahrettin Kelestimur, Minoo Rassoulzadegan

**Keywords:** sperm, diet, mouse, epigenetic, Dnmt2, non-coding RNAs, miRNAs, DNA/RNA hybrids

## Abstract

A wide range of diseases result from environmental effects, and the levels of many native transcripts are altered. The alteration of non-coding RNAs (ncRNAs) and transmission of the variation to the next generation is increasingly recognized as a marker of disease. However, the determining signals and mechanisms of RNA-induced heritability remain unclear. We performed functional tests with four different genotypes of mice maintained on a high-fat diet to trace the transfer of the obesity/diabetes phenotype to the next generation in order to detect common signals. Two founders of four mouse lines (*B6/D2* hybrid and *Dnmt2* ^*−/−C57BL/6*^) resist and do not change their phenotype while their sperm RNAs after microinjection into fertilized mouse eggs transfer the newly acquired phenotypes in a susceptible inbred line (*C57BL/6* or *Balb/c*). Unexpectedly, in the same line of experiments, sperm RNA from animals raised on a normal diet when mixed with the sperm RNA from animals raised on a diet high in fat or synthetic miR-19b (inducer of obesity) affects or prevents the development of obesity and diabetes. However, it remains unclear what happens to ncRNA signaling under diet. With a comprehensive new analysis of the transcripts maintained as an RNA/DNA hybrid in sperm, we suggest that a fraction of the RNAs are stably attached to the genome. Thus, we propose that changes in the dynamics of ncRNA retention on DNA by factors such as transcriptional variations or lack of adequate methylation could serve as molecular markers to trace these epigenetics events.

## Introduction

Parents’ diet can be a concern for future generations, ultimately contributing to the development of diseases (Buettner et al., 2007; Hur et al., 2017). In mice raised on a high-fat diet (HFD), the offspring may develop obesity/type 2 diabetes (OB/T2D) like phenotypes (West and York, 1998; Pomp et al., 2008; Massiera et al., 2010; Sims et al., 2013; EASD, 2015). Inbred laboratory mouse models with known genetics raised under defined conditions allow investigation of this problem. However, unlike other lines (Winzell and Ahrén, 2004), some laboratory mice are resistant to the development of OB/T2D like phenotypes when fed on HFD (Montgomery et al., 2013). To address a common mechanism that determines susceptibility to HFD, we analyzed the phenotypes of four lineages of laboratory mice and their two successive generations F1 and F2. We studied the influence of genotypes on the response to HFD and its transgenerational maintenance. We followed four lines of mice, two inbred, *C57BL/6* (Rossmeisl et al., 2003) (often used) and *Balb/c*, one hybrid *B6/D2* (F1 cross of *C57BL/6* and *DBA2*), and a mutant *Dnmt2* ^*−/−C57BL/6*^ (missing of functional RNA methyltransferase see for review (Lyko, 2018)) maintaining all mice under the same housing and diet conditions. Individuals with apparently similar dietary intake varied in weight and expression of phenotypes. Our results indicated that despite varying levels of obesity, the lineages differ markedly in the transmission of regulatory factors of obesity, glucose homeostasis, and insulin sensitivity.

Several studies now show changes in diet induce RNA variations also in the sperm cells (see recent review (Zhang et al., 2019)). The RNA content of sperm is complex (Kawano et al., 2012; Burl et al., 2018) and varies considerably with diet (Chen et al., 2016a; Chen et al., 2016b; Klastrup et al., 2019; Nätt et al., 2019). A comparison based on RNA-sequencing of sperm from founder males raised on a normal diet (ND) versus HFD confirmed variations in several transcripts, including small noncoding RNAs (sncRNAs) (Klastrup et al., 2019; Zhang et al., 2019). Previously, it had been observed that the total RNAs of spermatozoa obtained from males (founders) raised on HFD after microinjection into naive fertilized eggs induced the same pathological variation as that observed in the founders and was transmitted to offspring (Grandjean et al., 2015; Chen et al., 2016a).

In addition, Chen et al. (Chen et al., 2016a) identified purified RNAs from aqueous phase of total sperm enriched in transfer RNA fragments (tRNA) derived from 5′ tRNA as inducers of phenotypic changes. HFD-mediated phenotypes (HFD-MPs) are transferable simply by microinjection of RNAs (total or fractionated) from spermatozoa into naive fertilized mouse eggs. On the other hand, our laboratory studied the variations induced by food on the miRNAs of spermatozoa, one in particular (miR-19b) with increasing levels under HFD (Grandjean et al., 2015). In fact, microinjection of synthetic miR-19b into naive fertilized mouse eggs can transfer disease to offspring, thus showing a role of miRNA in the establishment of the HFD-MPs (Grandjean et al., 2015). In contrast, microinjection of synthetic tsRNAs is not sufficient to induce disease (Chen et al., 2016a; Zhang et al., 2018), indicating that the tsRNA fraction of sperm contains more information such as RNA modification (see below).

In addition to changes in the level of ncRNAs (miRNAs, piRNAs, cRNAs, and lncRNAs etc.), modification of RNAs such as C methylation is also involved in the induction and transfer of disease heritability. Initially, the Bestor’s group (Goll et al., 2006) demonstrated that methylation of tRNAs at position 38 in tRNA^Asp^GUC occurs by the Dnmt2 protein. Subsequently, a group of RNA modifying enzymes has also been reported [see recent review for more information (Jeltsch et al., 2017)]. In addition, we have previously reported a role of the Dnmt2 protein in the transmission of epigenetic traits from one generation to another (Kiani et al., 2013). In fact, homozygous *Dnmt2* ^*−/−*^ mice fail to transmit the epigenetic variation in coat color initiated by alteration of *c-kit* transcripts (Kiani et al., 2013). In preparing this report, colleagues reported that the absence of the methyltransferase, Dnmt2, also abolished the transmission of obesity and diabetes to offspring (Zhang et al., 2018). According to this latest report, in the absence of the Dnmt2 protein, the 30–40 nt RNAs in the spermatozoa of obese animals do not show the elevation of the modifications (m^5^C, m^2^G) normally induced by HFD (Zhang et al., 2018). Thus, in addition to the changes in the proportions of transcripts in sperm, RNA modifications are also important for conveying hereditary information. However, it is not yet clear why RNA levels (tsRNAs fragments, miR-19b or other noncoding RNAs) vary depending on HFD and the underlying mechanism. Alterations in tRNA fragments (tRFs) have already been reported in several circumstances (stress, drugs, and food uptake), yet it is difficult to predict the specificity of tRFs in HFD-MPs, while miR-19b is a unique sequence in the mouse genome with multiple predicted mRNA targets in several normal tissues and the development of the disease (Li and YaoMicroRNAs, 2012).

On the other hand, we have shown that the sperm ncRNAs in the *Dnmt2* ^*−/−C57BL/6*^ inbred background are found at varying levels from male to male regardless of diet. These varying levels of ncRNAs in *Dnmt2* ^*−/−C57BL/6*^ mice are suspected to be produced by uncertain changes in RNA stability in the absence of Dnmt2. In addition to *Dnmt2* ^*−/−C57BL/6*^, we reveal here another line *B6/D2* hybrid mice (wild type) resistant to HFD. Organisms with hybrid genetics are known for their variation in the levels of transcripts (Botet and Keurentjes, 2020) and hybrid vigor commonly used in transgenesis (Clark et al., 2020). Thus, data from these two HFD resistant lines suggest a tempting explanation that predisposition to ncRNA variability, either by transcripts proportions or by stability, may allow unlimited possibilities of unsuccessful heritability.

Finally, we recently developed a direct protocol to detect DNA-associated RNA molecules in sperm, which reveals stable DNA/RNA hybrid regions in the genome as an R-loop structure. We performed sperm RNA preparations followed by RNA-sequencing combined with a bioinformatic analysis comparison between two fractions of RNA (attached to DNA versus free RNA molecules) in the same male (Kianmehr et al., 2019; Rassoulzadegan et al., 2021). Our results suggest changes in sperm RNA ratios between free and DNA-associated RNA fractions in the *Dnmt2* ^*−/−C57BL/6*^ genome compared to wild type. Hybrid DNA/RNA annotation in spermatozoa may represent a signal to be retained from life experiences.

Together, these results highlight the combinatorial effects of ncRNAs in the field of RNA-mediated epigenetic hereditary variation and its consequence on cross-generations.

## Results

### Health and genealogical monitoring of four founder lines of mice (males) raised in a diet rich in fat

To answer the question of susceptibility to HFD (21% butter) among different genotypes and its transgenerational maintenance, we maintained two inbred lines, *C57BL/6* and *Balb/c with B6/D2* hybrids (F1 cross between the *C57BL/6* and *DBA2* lines) and the *Dnmt2* ^*−/−C57BL/6*^ mutants. To minimize the effect from the environment, all experiments were conducted using animals born during the same week under the same housing and feeding conditions. From founder males (F0) raised in HFD, we derived two generations by sexual mating (F1 and F2). All mice other than F0 males were kept on normal diet (ND) and were followed by monitoring their body weight and health for up to 20 weeks. During this time, lineage-dependent differences of mice in test results for weight gain, glucose and insulin tolerance were observed. A summary of the experiments with four lines (*C57BL/6*, *Balb/c, B6/D2* and including *Dnmt2* ^*−/−C57BL/6*^) is presented in the Supplementary Figures: founder (F0) Supplementary Figures S1–S4, F1 generation Supplementary Figures S5–S8, F2 generation Supplementary Figures S9–S12.

Additionally, all glucose tolerance test (GTT) and insuline tolerance test (ITT) plots with area under the curve (AUC) were analyzed before and after normalization to baseline glucose levels (see the guidelines provided in PMID: 34117483). Analyses of AUC for GTTs and ITTs involve first normalizing the data (i.e. subtracting the initial glucose reading at time 0’ from all subsequent readings). This is thought to be important, because a GTT and an ITT the response to a glucose and insulin boost, respectively. The calculated AUC, after normalizing data to baseline glucose levels, is proposed to reveal a much more subtle effect than usually reported without normalization. However, there are conflicting opinions on the application of AUC in chronically treated animals [see references (KC et al., 2018)]. Basically, both methods reveal the differences between animals maintained on HFD and ND. The GTT results are all in agreement but the difference between ND/HFD are more supported with the normalization. The ITT tests while keeping the differences between the two conditions (HFD vs. ND) had however a less pronounced difference with normalization.

Variations in test results (*C57BL/6*) for body weight gain, glucose, and insulin tolerance were noticeable in the F0 generation (Supplementary Figure S4) and are clearly perpetuated in the F2 generation, see Supplementary Figures S8 (F1) and Supplementary Figures S12 (F2) in *C57BL/6* according as previously reported (Grandjean et al., 2015). Glucose and insulin tolerance tests demonstrated prominent pathology in the founder animals and showed larger differences in a lineage-dependent manner in the F1 and F2 generations (Supplementary Figures S5–12). Two founder inbred lines *Balb/c* (Supplementary Figure S1) and *C57BL/6* (Supplementary Figure S4) are sensitive to HFD, and the mice show high fat diet mediated phenotypes (HFD-MPs) and transmit to the F1 and F2 generations. On the other hand, the founders of the *B6/D2* line (Supplementary Figure S2) and particularly *Dnmt2* ^*−/− C57BL/6*^ (Supplementary Figure S3 and Figure 1) are resistant to HFD (no change in weight). The *B6/D2* F2 generation (Supplementary Figure S10) differs from that of the founder due to genetic segregation (visible on coat color). The founder’s *B6/D2* hybrid animals (Supplementary Figure S2) are not affected in their weight and are unresponsive to GTT and ITT challenging, but the next generation develops HFD-MPs (Supplementary Figure S6, F1 and Supplementary Figure S10, F2). These results suggest that the initial signals that program the health of the offspring are perceived differently in the somatic and germ cells. The results on the *Dnmt2* ^*−/−C57BL/6*^ line are also shown in Figure 1 and in Supplementary Figure S3 (F0), Supplementary Figure S7 (F1), and Supplementary Figure S9 (F2). *Dnmt2* ^*−/−C57BL/6*^ mutants exhibit a defect in methylation detectable with highly expressed tRNA molecules, which disrupts their metabolism (Lyko, 2018). We have previously reported a role of methylation of RNA other than tRNA in the transmission of hereditary epigenetic signals (Kiani et al., 2013). Our results here confirm a role of the Dnmt2 protein in the hereditary modification of the HFD-MPs.

**FIGURE 1:**
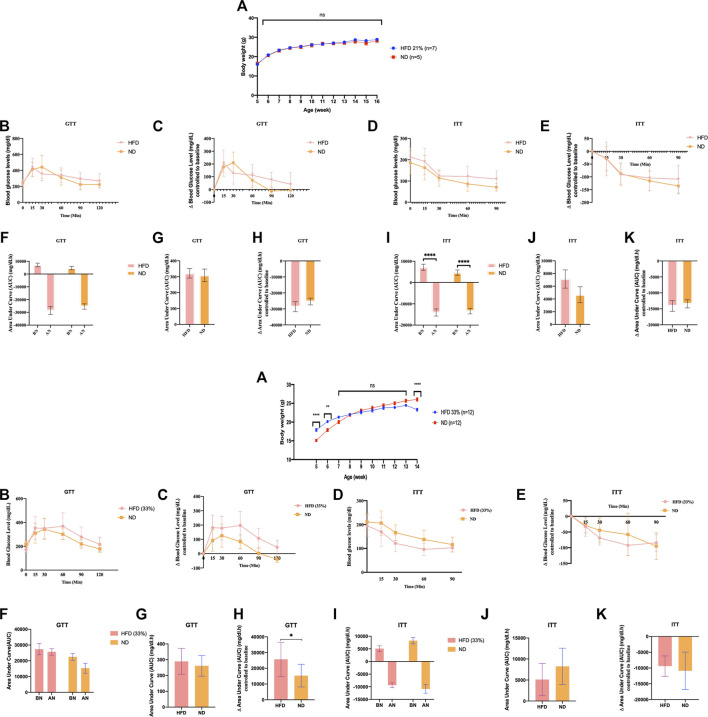
Founder animals *Dnmt2* ^*−/− C57BL/6*^ are resistant to high-fat diet. Thirty-six *Dnmt2* ^*−/−C57BL/6*^ males (*C57Bl/6* background) from 20 litters weaned at 4 weeks old were divided into two groups. One group was maintained on an ND, and the other group was on HFD containing 21% (Figure 1-1) or 33% (Figures 1-2), butter (see Methods) and monitored for body weight **(A)**, fasting blood glucose **(B,C)**, and insulin tolerance test **(D,E)** at 15 weeks. The area under curve (AUC) (Virtue and Vidal-Puig, 2021) **(F–K)** was also calculated after normalization based on the glucose levels of each time point to 0 point (HFD and control ND), before normalization (BN) and after normalization (AN). Statistical analysis was performed by two-tailed, two-way ANOVA, uncorrected Fisher’s LSD. **p < 0.01, ****p < 0.0001 (ND vs. HFD), ns, not significant. All data are plotted as mean ± S.E.M. The raw data are presented in Supplementary Table S1 and individual raw data in Supplementary Table for Figure 1.

A summary of the number of mice used in Supplementary Figures S1–3 can be found in the Supplementary Figures.

### The Dnmt2^−/−C57BL/6^ line did not develop complete metabolic diseases even when fed a diet of up to 33% butter fat

In addition to the above experiments with the *Dnmt2* ^*−/−C57BL/6*^ line, two independent experiments with *Dnmt2* ^*−/−C57BL/6*^ males are shown in Figure 1, one again as above with 21% and one at 33% fat diet. Raw data for each group of mice in Figure 1 can be found in Supplementary Table S1 and in individual raw data of Figure 1.

We examined the ability of *Dnmt2* ^*−/−C57BL/6*^ mutants to gain weight under the same conditions on a 21% butter (HFD) diet as previously described using a larger number of animals, 10 males and eight females; neither sex gained weight (see Figure 1 for males and Supplementary Figure S3 for females). Using a higher concentration of sugar and 33% butter (see Materials and Methods), we tested 12 males in each condition as shown in Figure 1. *Dnmt2* ^*−/−C57BL/6*^ mutant males did not gain weight. The physiology of the *Dnmt2* ^*−/−C57BL/6*^ mutant was different from that of wild-type mice, and even under 33% HFD, the mice did not get weight but are sensitive to glucose and insulin without symptoms. A higher concentration of up to 60% HFD has been reported previously (Zhang et al., 2018), and *Dnmt2* ^*−/−C57BL/6*^ mice at this higher concentration of HFD could eventually become obese but are unable to transmit this phenotype to the next generation.

### Microinjection of total RNAs from spermatozoa of different mouse lines transfer obesity and diabetes in the susceptible Balb/C line

Another generation (G1) was obtained in Figure 2 by microinjecting total sperm RNAs from different founders into fertilized mouse eggs (naïve *Balb/c*). We observed that lineage-dependent phenotypic variations in the disease spectrum (weight, GTT and ITT) were transferable by microinjection of total RNA from spermatozoa of *C57BL/6*, *B6/D2*, *Balb/c* and *Dnmt2* ^*−/−C57BL/6*^ mice in fertilized eggs from naïve *Balb/c* mice. A higher effect is observed on female mice born after microinjection with sRNAs.

**FIGURE 2:**
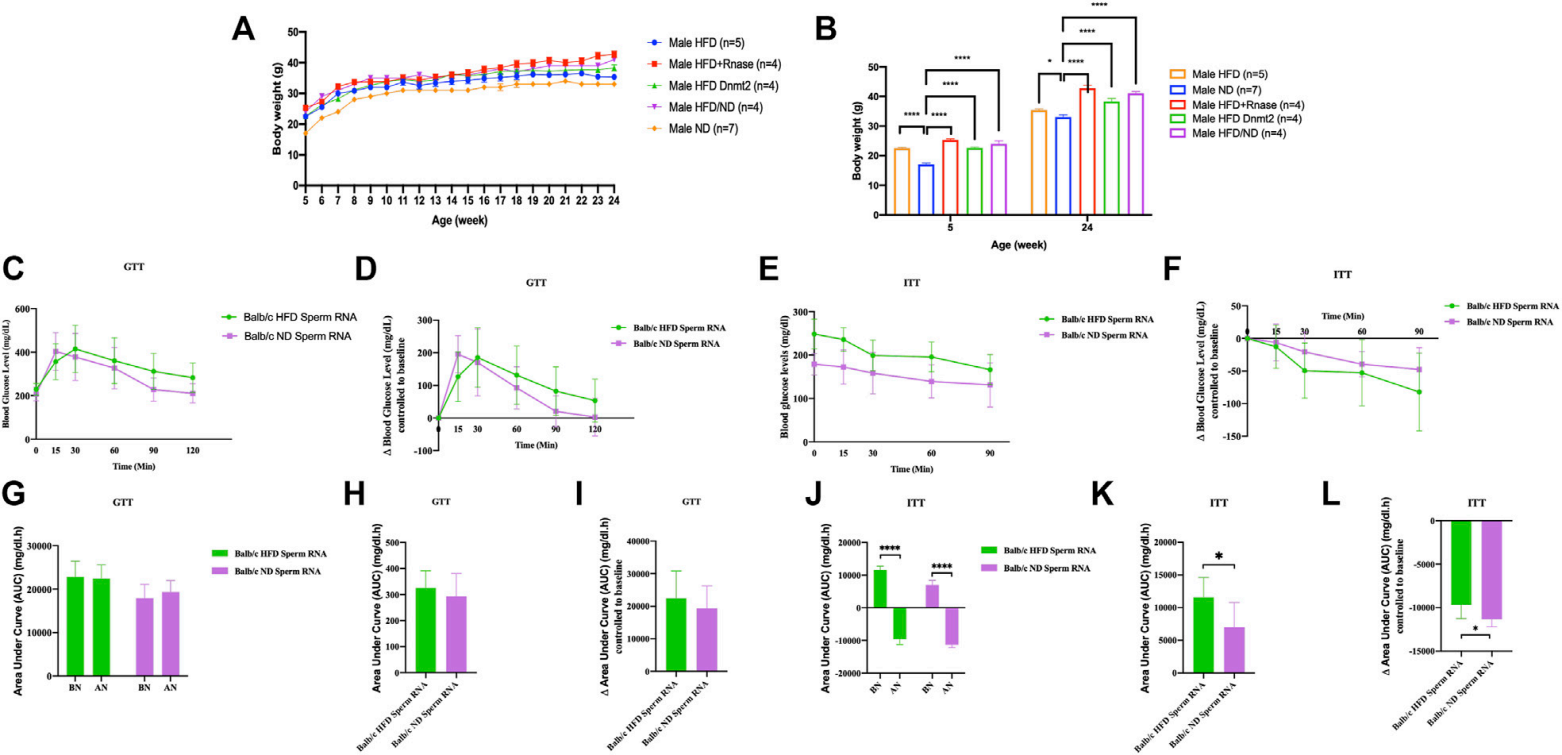
Microinjection of total RNA of sperm from HFD-resistant males perturbs the health of susceptible offspring (Balb/c). Total sperm RNAs prepared from males raised on ND or HFD were microinjected into Balb/c fertilized eggs, as described in the Methods section. Microinjection performed with total sperm RNAs for the three lines, Balb/c, ND, HFD, Mixed ND/HFD and HFD RNA added RNase before microinjection and finally HFD Dnmt2-/-C57BL/6 RNA. n = number of mice in each group. All mice were raised on an ND. Body weights **(A, B)**, fasting blood glucose (GTT) **(C)** and insulin tolerance (ITT) **(D)** at 15 weeks are presented for males. The area under curve (AUC) 30 after normalization were also calculated based on the glucose levels of each time point **(E, F)** (Each group vs control ND). Females are shown in Supplementary Figure S13. Comparison with or without normalization of GTT **(G–I)** and ITT **(J–L)** challenges analysis. Statistical analysis was performed by two-tailed, one-way analysis of variance (ANOVA), uncorrected Fisher’s least significant difference (LSD). * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 ****p < 0.0001 (ND versus each group). Ns, not significant. All data are plotted as mean ± s.e.m. All raw data are presented in Supplementary Table S2 and individual raw data in Supplementary Table for Figure 2.

Thus, the total spermatic F0 RNAs of HFD-resistant founders, in particular the *Dnmt2* ^*−/−C57BL/6*^ and *B6/D2* hybrids, also contained RNAs that could recapitulate the metabolic phenotypes after microinjection into fertilized eggs of a susceptible line (*Balb/c*). We assume that unmethylated sRNAs from *Dnmt2* ^*−/−C57BL/6*^ are methylated by wild-type Dnmt2 protein present in fertilized *Balb/c* eggs. The dynamism of methylation remains to be assessed. These results again confirm the role of RNA methylation mediated by Dnmt2 protein in the transfer of hereditary acquired epigenetic traits. In addition, these results reveal signals from as yet unexplained sRNAs from the *B6/D2* hybrid line which required further investigation.

In addition, we microinjected RNase enzymes with sRNAs to initially abolish RNA inducing signals. The results of the RNase enzyme microinjection are however contradictory with the expected results. Under these conditions we believe that the RNase treatment removes more than the sRNAs at the time of microinjection into the fertilized eggs. We report this negative result to signal in future experiments that the RNase enzyme should be removed from the aliquot prior to the microinjection step.

Finally, co-injection with sperm RNAs from ND could compromise obesity (Figure 2). Previously, we reported that microinjection of total sperm RNA (aqueous phase free RNA fraction) from males raised on HFD into fertilized mouse eggs (one-cell embryos) transmitted HFD-MPs to the offspring. We investigated how to counterbalance the activity of HFD sperm RNAs. To examine this question, we combined founder sperm RNAs raised on HFD with sperm RNAs from animals raised on ND in a 1:1 ratio. As shown in Figures 2, 3, ND sperm RNAs (sRNA-ND) affected the activity of sperm RNA (sRNA-HFD) of animals on HFD. In fact, the animals weighed less but maintained the difference throughout the growing period. However, the activity of HFD RNA is not completely suppressed by sRNA-ND.

**FIGURE 3:**
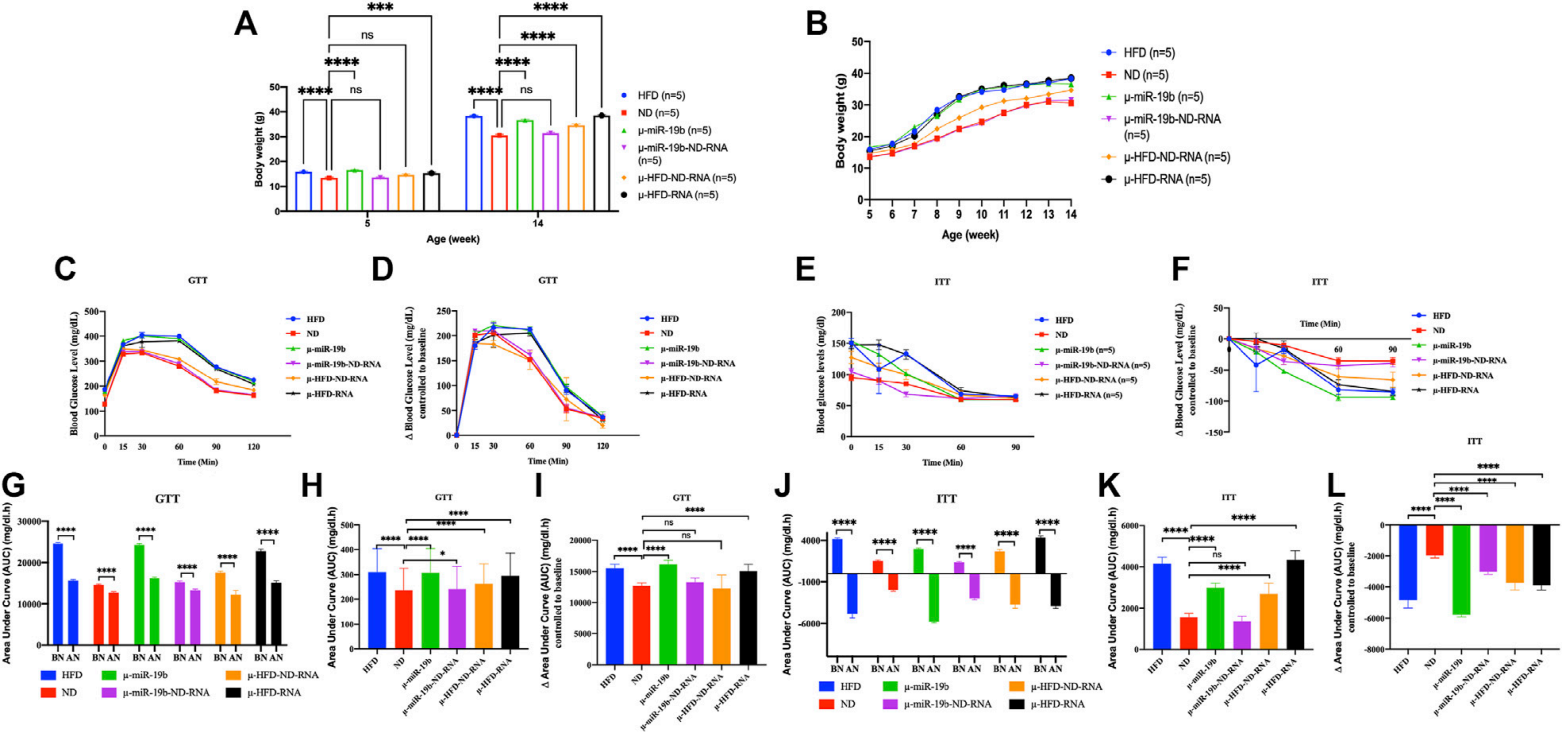
Induction of obesity and diabetes in mice by microinjection of miR-19b-5p or total RNAs of sperm into fertilized mouse eggs. Microinjection of miR-19b-5p (synthetic RNA) into fertilized mouse eggs (one-cell embryos) leads to obesity and diabetes in derived adult mice. Here, we compared the activity of miR-19b-5p RNA alone or in combination with total RNA as carrier from spermatozoa from animals raised on ND. All male animals were fed an ND and monitored for body weight, fasting blood glucose (GTT) and an insulin tolerance test (ITT) at 15 weeks. Total RNA from spermatozoa from males raised on a normal diet (ND) suppresses the activity of miR 19b-5p in the induction of obesity and type 2 diabetic (T2D) phenotype. We also compared the activity of the total RNA of sperm from animals fed with HFD alone (1 g/ml) or in combination with total RNA from sperm (1 g/ml) as carrier from animals raised in ND. Total sperm RNAs from ND animal do not completely suppress the induction of HFD-Mediated Phenotypes (HFD-MPs) of total RNA from sperm from HFD animals but a reduction is observed in the expression of HFD-MPs. n = number of mice in each group. **(A)** Body weight of males born after microinjection of miR-19b-5p in each group at the age of 5 weeks to 14 weeks. Statistical analysis was performed by two-tailed, one-way analysis of variance (ANOVA), uncorrected Fisher’s least significant difference (LSD). ****p < 0.0001 (ND vs. each group); ***p < 0.001, ****p < 0.0001. **(B)** Body weight of males in each group from 6–14 weeks of age. **(C)** Blood glucose during the glucose tolerance test (GTT). Statistical analysis was performed by two-tailed, two-way ANOVA, uncorrected Fisher’s LSD. ****p < 0.0001 (ND vs. HFD); ^####^p < 0.0001 (ND vs. µ-miR-19b); ^★★★^p < −0.001 (ND vs. µ-HFD-ND-RNA), ^xxxx^p < 0.0001(ND vs. µ-HFD-RNA). The area under curve (AUC) (Virtue and Vidal-Puig, 2021) were also calculated after normalization based on the glucose levels of each time point **(D,F)**. **(E)** Relative blood glucose during the insulin tolerance test (ITT). Statistical analysis was performed by two-tailed, two-way ANOVA, uncorrected Fisher’s LSD. ****p < 0.0001 (ND vs. HFD); ^####^p < 0.0001, ^#^p < 0.01 (ND vs. µ-miR-19b); ^★★★★^p < 0.0001, ^★★★^p < 0.0001 (ND vs. µ-HFD-ND-RNA), ^xxxx^ *p* < 0.0001(ND vs. µ-HFD-RNA). ^•^ *p* < 0.01, ^••••^ *p* < 0.0001 (ND vs. µ-miR-19b-ND-RNA). ns, not significant. All data are plotted as mean ± S.E.M. All of the raw data in Figure 3 are presented in Supplementary Table S3 and individual raw data in Supplementary Table for Figure 3.

### Total RNAs of sperm from males raised on normal food withdraw miR-19b activity in early embryos

In studies reported from our laboratory, we have shown that microinjection of miR-19b-5p is sufficient to recapitulate HFD-mediated phenotypes (HFD-MPs) (Grandjean et al., 2015). Indeed, we have shown that a high number of miR-19b-5p molecules microinjected into fertilized mouse eggs leads to phenotype like HFD-MPs (see Figure 3). After microinjection into fertilized mouse eggs of a high copy number of miRNAs, most (>90%) of them are released from eggs within 24 h (our unpublished results). This high copy number scenario is however difficult to imagine and if to occur would be very rare *in vivo* except under extreme conditions. Under natural conditions this scenario does not occur for a given miRNA of spermatozoa from animals reared in HFD. It is unlikely that a small amount of changes in individual RNAs is immediately responsible for the complete phenotype. On the other hand, several ncRNAs (microRNAs, piRNAs, siRNAs, cRNAs, tRNAs, lncRNAs, etc.) are also increased during HFD; as such, we expect a cumulative role of ncRNAs in the inheritance of diet-induced metabolic phenotypes. To answer the question of the specificity of miR-19b-5p, we used the same amount of miR-19b-5p (see Materials and methods) as that used previously, now in combination with total sperm RNAs (sRNA) as carrier from animals raised in an ND. As shown in Figure 3, the activity of miR-19b-5p was completely suppressed by sRNA-ND in the induction of metabolic disorders. With ND sRNAs, the induction of HFD-MPs pathways by miR-19b-5p is compromised. This indicates that a certain amount of miR-19b-5p is required, and here sRNA-ND carrier mixture (mRNAs, lncRNAs, sncRNAs, piRNAs, cRNAs, etc.) affects the activity of miR-19b.

Under these conditions sRNA-HFD mixed with sRNA-ND always maintains a detectable level of activity. RNA-mediated transfer of phenotype is confirmed by variation in the phenotype expression of weight gain and GTT and ITT tests (with or without normalization). Microinjection of a synthetic miR-19b is completely abolished by sRNA-ND; on the other hand, under the same conditions, sRNA-HFD maintains detectable levels of activity. We predict that synthetic miR-19b-5p is less stable than endogenous sRNA-ND or sRNA-HFD. The stability of RNA molecules would secure their activity.

### miRNA-19 Expression profiles of spermatozoa from male (raised on HFD) compared to controls

From a previous study, we found a short list of deregulated miRNAs in the sperm of males raised on HFD. By quantitative RT-PCR analysis, we confirmed the deregulation of miR-182, miR-19a, miR-19b, miR-29a, and miR-340 in testis and sperm RNA of the HFD males compared to ND males. Therefore, we focused our study here on the analysis of one miRNA (miR-19b) given its HFD-MPs inducing activity. Figure 4A is a confirmation of our previous results (Grandjean et al., 2015) and shows that miR-19b-5p in sperm RNA samples was consistently up-regulated in males raised in HFD compared to ND in two inbred lines (*C57BL/6 and Balb/c*), while that in the *B6/D2* F1 hybrid miR-19b-3p is increased. In contrast, in *Dnmt2* ^*−/−C57BL/6*^ males, none of the mir-19b was increased under HFD conditions. Supplementary Figure S14 shows deregulation of sperm miR-19b in *Dnmt2* ^*−/−C57BL/6*^ mice from male to male, regardless of food. To exclude effects of litter in the expression levels of miR-19 in sperm of *Dnmt2* ^*−/−C57BL/6*^ under ND, we tested five males from two separate litters and the results are shown from male to male in Figure 4B. We confirmed varying levels of miR-19 in sperm RNA of *Dnmt2* ^*−/−C57BL/6*^ mice in ND. This means that in *Dnmt2* ^*−/−C57BL/6*^ mice, an alteration of miRNA-19b already exists in males raised on ND, and this marker suggests sporadic changes in the proportion of miR-19b-5p and -3p in its sperm RNA. We also confirm, see below, by RNA-seq analysis with four different *Dnmt2* ^*−/−C57BL/6*^ RNA samples from sperm, the presence of other transcripts variations.

**FIGURE 4:**
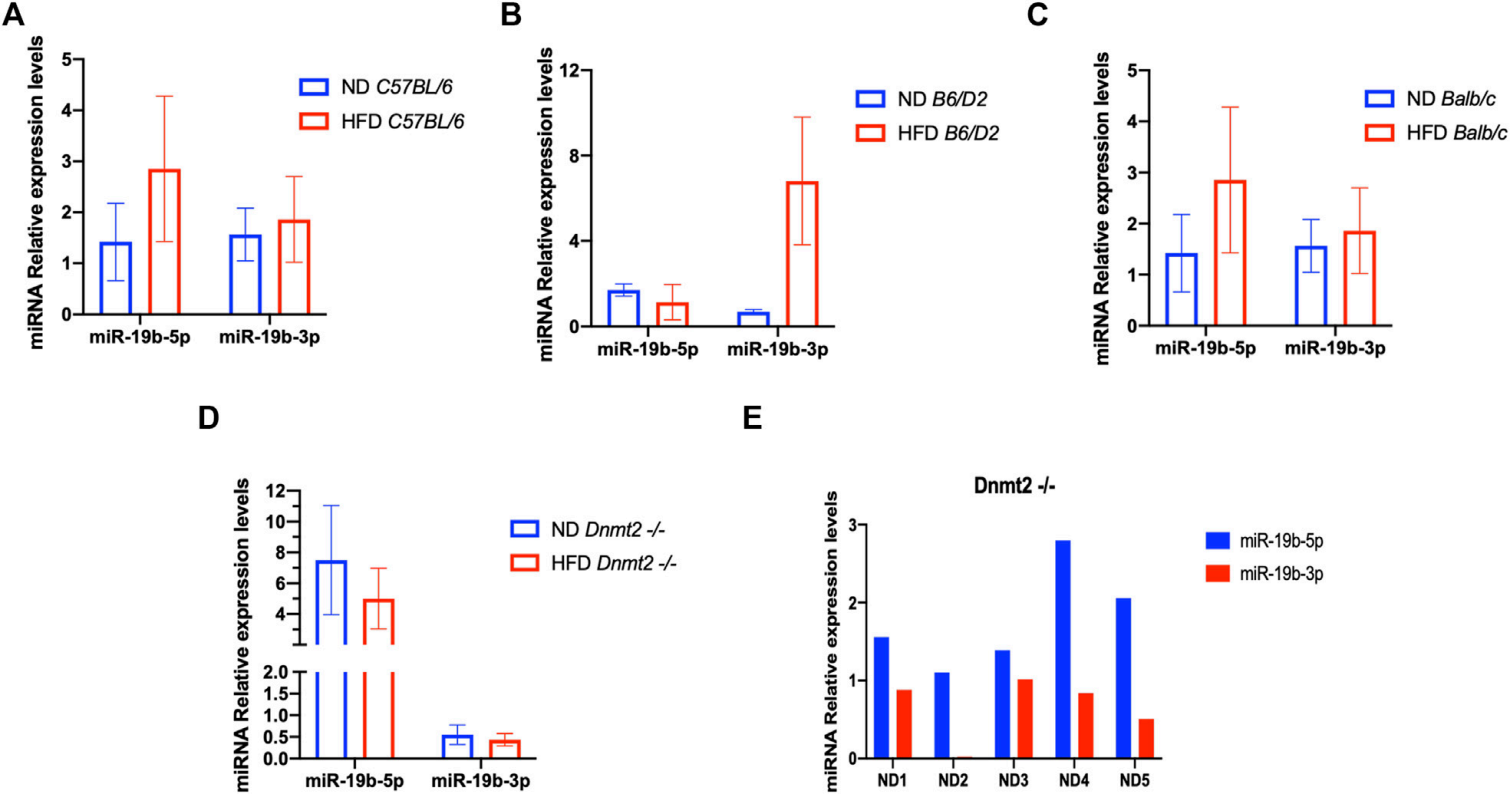
Level of miR 19b in the total sperm RNAs of different lines founders mice (*C57BL/6*, *Balb/c, B6/D2*, and *Dnmt2* ^*−/−C57BL/6*^) fed with HFD (21% butter). Figure 4 shows the expression levels of miRNA from four males in each group. By quantitative RT-PCR analysis, total sperm RNAs of two ND males compared to two HFD males, in *C57BL/6* **(A)**, *B6/D2* **(B)**, *Balb/c* **(C)**, *and Dnmt2* ^*−/−C57BL/6*^ **(D)**. **(E)** RT-PCR results for total sperm RNAs from male-to-male in five independent males in ND.

### Sperm transcripts: analysis of free and DNA-associated RNA fraction reveal differences between Dnmt2^−/−^ and control

To get an overall view of sperm RNA profiles, we addressed the issue of examining different sperm RNA fractions. In particular, the RNA fraction associated with the genome in hybrid DNA/RNA structures. Recently, we reported that with a conventional sperm RNA extraction protocol, two sperm RNA fractions could be obtained (Kianmehr et al., 2019). Unlike the classic free RNA fraction extracted with the TRIzol protocol in an aqueous phase (annotated total RNA extract), a sperm RNA fraction consisting of DNA/RNA hybrid molecules is closely associated with the genome (Kianmehr et al., 2019; Rassoulzadegan et al., 2021). The RNA fraction associated with the DNA in the phenol/chloroform interface phase is isolated and purified after treatment with the enzyme *Dnase*. The RNAs associated with the DNA and the free RNA fraction from the sperm are recovered in equivalent quantities, with the hypothesis that the comparison between the proportion of strongly maintained RNA with the DNA fraction on free RNA of the spermatozoa could reveal a change of the hereditary epigenetic marks.

Two populations of sperm RNA were isolated from the founder animals (*C57BL/6* wild-type and *Dnmt2* ^*−/−C57BL/6*^): free (F) and fraction associated with DNA (D) [for more details see Methods and references (Kianmehr et al., 2019; Rassoulzadegan et al., 2021)]. 

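Sperm RNA of 4 Dnmt2−/−C57BL/6 males was sequenced, 2 kept on ND (males 1 and 2) and 2 on HFD with 21% butter (males 3 and 4). These males lack Dnmt2 (gene Trdmt1), an RNA cytosine-5 methyltransferase. Free RNA (F) was taken from the aqueous phase, and the RNA bound to DNA (D) was released by DNase from the purified genomic DNA of the same male. The resulting 8 libraries held between 57858446 and 85297330 reads according to Supplementary Table S4. The paper's mapped reads were 16591831 in D and 8100272 in F of male 1, 40982637 and 5612531 in male 2, 5287448 and 5633906 in male 3, and 5341697 and 7531242 in male 4. The authors trimmed the reads, aligned them to GRCm38 with Hisat2 and called peaks in each library alone with HOMER 4.9. A peak is a stretch where reads pile up above their surroundings, so each list holds only positions that passed the calling threshold. Every peak came with its mm10 position, a score, the class of its position (promoter-TSS, 5′UTR, exon, intron, 3′UTR, TTS, non-coding or intergenic), any repeat it lies in and the nearest gene. The score is the authors' and was used here only to rank or weigh peaks within 1 list. Its unit is not stated, and from its whole steps and HOMER's usual output it was taken as the reads (tags) of a peak scaled to a common total. On this reading the lowest peak held 6 tags in 7 of the libraries and 14 in the D library of male 2. Peak width was set per library by HOMER and ran from 170 bases in F of male 1 to 400 bases in D of male 2. From the lists, shares of peaks per class, overlaps between lists and genes with peaks were counted. F and D were compared within each male by an exact sign-flip permutation test, two-sided, whose smallest p over 4 males is 0.13. Gene lists, the main tests and 91 of 152 alternatives were fixed before the data were examined, although the bars of Figure 5 had been seen, and the other 61 alternatives, such as lists matched for transcript length, came later. The 8 wild-type libraries were not analysed here.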

With deep RNA sequencing, we generated data (see Figure 5 and Supplementary Table S4 and Supplementary Figure S15). 

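Lars2, the mitochondrial leucyl-tRNA synthetase, was the 1 gene with a peak in an exon or UTR in all 8 Dnmt2−/− libraries. Bptf, a subunit of a chromatin remodelling complex, had an exon or UTR peak in 5 libraries, among them F of all 4 males and D of male 3. Gm9573, Fbxl17, Mlph, Cpne5, Rere, Sipa1l1, Rad23b and Sipa1l3 had one in 4 libraries each. Of 6668 genes with an exon or UTR peak in any library, 5508 had it in a single library, and for 4979 of these that library was F of male 1. Without that library, 1572 of 1689 genes had such a peak in a single library. By position, 4.32% of the D peaks of male 1 overlapped an F peak of the same male by at least 1 base (148 of 3427, 95% Wilson interval 3.69 to 5.05). The share was 2.45% in male 2 (1225 of 49918, 2.32 to 2.59), 1.87% in male 3 (424 of 22726, 1.70 to 2.05) and 3.37% in male 4 (713 of 21171, 3.13 to 3.62). The mean was 3.00% ± 1.07 (SD, n = 4 males), against 0.274% when the F peaks were placed at random on the same chromosomes. In each male the observed share lay above the highest of 100 random placements. In the other direction, F peaks overlapped a D peak in 0.583%, 16.1%, 4.18% and 3.81% of cases in males 1 to 4. Peaks common to all libraries were mostly repeats: 66 of the D peaks of male 1 overlapped a peak in each of the other 7 lists, and these comprised 30 in simple repeats, 17 in rRNA repeats, 8 in satellites and 7 with no repeat name. Wilson intervals cover counting error only, and a transcript under the calling threshold in 1 fraction counts as not overlapping. The mean was 1.96% when at least 50% of both peaks had to overlap.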

All sperm transcripts are present in both fractions (F and D).

**FIGURE 5:**
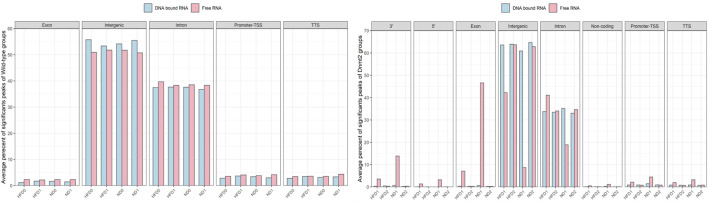
Average percentage of significant peaks per genomic regions of RNA fractions (DNA bound and Free RNA) in spermatozoa from C57BL/6 and *Dnmt2* ^*−/−C57BL/6*^ maintained in high-fat diet (21% butter) and normal diet. Two RNA fractions (DNA-bound and free) are prepared from each male, four wild-type and four *Dnmt2* ^*−/−C57BL/6*^. For each group of samples, a fraction corresponds to the RNAs released from the sperm during extraction in the aqueous phase which we have called the free RNA fraction. Another fraction is released from the purification of genomic DNA after treatment with *Dnase* which we call DNA-bound fraction RNA. The two samples used as template for the RNA-seq analysis and the data were analyzed (see Methods). After obtaining sets of peaks, peak annotation was performed using Homer annotate peaks to relate each peak to nearby genes and genomic features. A false discovery rate (FDR) cut off 0.001 was used for identifying significant peaks. The positions annotated for promoter-TSS, exons, introns, and other features were based on the mm10 transcripts. Males on high-fat diet (HFD) and normal diet (ND), as well as for Dnmt2 samples.

To identify significant peaks, we searched for peaks throughout the genome, and a peak annotation process was used to relate the location of the peaks/regions to neighboring genes (see bioinformatic analysis methods). This analysis aimed to efficiently assign peaks in terms of important genomic characteristics. Regions of the genome were annotated by sperm RNA fractions of DNA-bound sperm RNAs versus free RNA. The analysis was performed to obtain information if a peak is found in the promoter TSS (transcription start site), 5′UTR, exon (coding), intron, 3′UTR, TTS (transcription termination site), and intergenic and non-coding regions. In normal mice, there was no difference between the number of counts in the samples of ND/HFD and the results are homogenous between the replicates of each sample group Figure 5 (four samples with F and four D fractions, altogether eight RNA-sequences). This means that diet probably does not affect overall peak ratios. More peaks are enriched in F relative to D in the region of the promoter TSS, 5′UTR, exon, intron, 3′UTR, and TTS, and except for the intergenic, more peaks are observed in fraction D. However, in the samples (four samples with F and four D fractions altogether eight RNA-sequences) of *Dnmt2* ^*−/−C57BL/6*^ animals, the profiles are more complex, as a sporadic variation in all regions is observed between samples regardless of the diet conditions Figure 5.

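In the F library of male 1 (ND), exons held 46.6% of the 25367 annotated peaks (95% Wilson interval 46.0 to 47.2) and 3′UTRs a further 13.8%. For F of male 3 (HFD), exons held 7.10% of 10099 peaks (6.61 to 7.62) and 3′UTRs 3.57%. Exons held 0.290% of the peaks in F of male 2 (ND) and 0.263% in F of male 4 (HFD). In the 4 D libraries exons held 0.615%, 0.257%, 0.384% and 0.332% in males 1 to 4. So 1 library of each diet stood apart, both of them F. In the F library of male 1, markers of the epididymal epithelium also had peaks (25 of 29 genes), as they did in F of male 3 (16 of 29), and in no other library did more than 3 of the 29 have one. Averaged over the males, exons held 13.6% ± 22.3 of peaks in F and 0.397% ± 0.154 in D (SD, n = 4; higher in F in 3 of 4 males; exact permutation test, p = 0.375, two-sided). For 3′UTRs the means were 4.54% ± 6.38 and 0.446% ± 0.185 (higher in F in 3 of 4, exact p = 0.25), and for the TTS 1.68% ± 1.2 and 0.821% ± 0.0569 (3 of 4, exact p = 0.25). The non-coding class had 0.475% ± 0.502 in F and 0.121% ± 0.0804 in D (3 of 4, exact p = 0.25). Promoter-TSS peaks made up 2.08% ± 1.71 and 1.04% ± 0.283 (2 of 4, exact p = 0.5), and 5′UTR peaks 1.15% ± 1.5 and 0.0473% ± 0.0136 (2 of 4, exact p = 0.5). None of these differences passed a threshold of 0.05, which 4 pairs cannot reach. Without male 1, the exon difference went from 13.2 to 2.23 percentage points. With peaks weighted by score it was 4.14 points, and exons held 14.4% in F of male 1.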

The variations in the peaks of the intergenic region are particularly important, on the other hand, the average percentage of significant peaks of the intergenic region is higher in the samples Dnmt2^−/−C57BL/6^ > 60% than in the samples with wild-type around 50%. In contrast, transcripts from intron regions are somewhat lower in Dnmt2^−/−C57BL/6^ samples (35%) compared to normal animals (38%) regardless of diet conditions (Figures 5A,B). This may suggest that RNA signals induced by HFD should be sought among RNAs derived from intron regions and resistance to diet in intergenic regions.

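Intergenic positions held more than 60% of the peaks in 6 of the 8 Dnmt2−/− libraries. They held 60.9%, 64.7%, 63.6% and 63.9% in the D libraries of males 1 to 4, and 62.9% and 63.7% in F of males 2 and 4. The share was 42.2% in F of male 3 (95% Wilson interval 41.2 to 43.1) and 8.69% in F of male 1 (8.35 to 9.04). Over all 8 libraries the mean was 53.8% ± 19.7 (SD) and the median 63.2%. With each peak weighted by its score, 1 library (D of male 2, 87.1%) lay above 60%. F had a lower intergenic share than D in 4 of 4 males, with a mean of 44.4% ± 25.8 against 63.3% ± 1.64 (SD, n = 4; exact permutation test within males, p = 0.13, two-sided, the smallest that 4 males allow). The differences were -52.2, -1.81, -21.4 and -0.213 percentage points in males 1 to 4, so most of the mean difference came from males 1 and 3. With rRNA, satellite, simple and low-complexity repeats left out, male 4 turned, with 64.0% in F and 62.7% in D. Peaks of the same width placed at random on the same chromosomes fell in intergenic positions in 58.6% to 59.7% of cases. With classes assigned from the same gene models, the observed share exceeded the random one by 1.76 to 5.93 percentage points in the 6 libraries above 60%. The F libraries of males 1 and 3 differed from random positions by -49.8 and -17.0 points. Exon peaks in the 6 libraries were 0.201 to 0.542 times as frequent as at random positions, compared with 34.6 times in F of male 1 and 5.43 times in F of male 3. The gene models gave 94.4% to 98.2% of the peaks the authors' class. Without male 1 the mean difference between F and D was -7.80 percentage points.

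**Figure D1:**
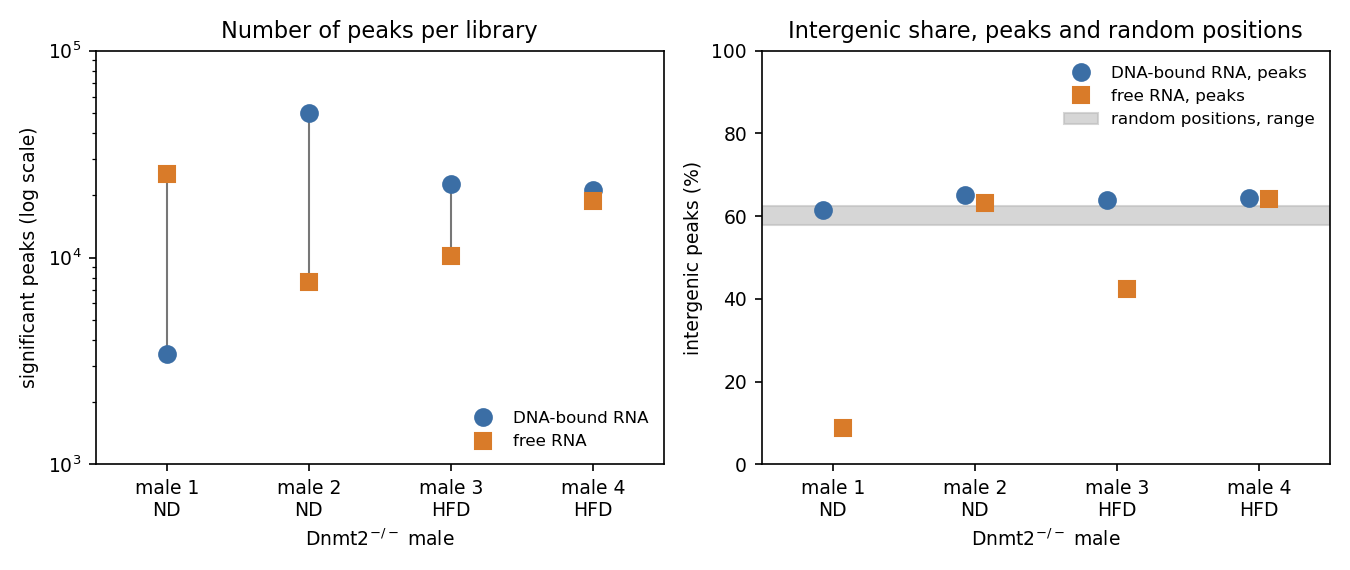
Left, number of significant peaks (log scale) in the DNA-bound and free RNA libraries of each Dnmt2−/− male, with a line joining the 2 fractions of a male; right, percent of peaks at intergenic positions, assigned from reference gene models, with a grey band for the range of 100 random placements. The free RNA libraries of males 1 and 3 lie at 8.74% and 42.4%, below the band.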

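Introns held 33.0% ± 6.27 of the peaks over the 8 Dnmt2−/− libraries (SD, median 33.9%). The share was 35.2%, 33.0%, 33.8% and 33.5% in D of males 1 to 4 and 34.6% and 34.0% in F of males 2 and 4. F of male 1 had the lowest share, 18.9%, and F of male 3 the highest, 41.1%. The mean was 32.2% ± 9.43 in F and 33.9% ± 0.920 in D (SD, n = 4 males; higher in F in 3 of 4), a difference not larger than the spread between males (exact permutation test, p = 1, two-sided). Random positions fell in introns in 36.0% of cases. The highest intron peaks lay in introns of Cdk8, a kinase of the Mediator complex, Filip1l and Zc3h7a, at stretches that the annotation lists as copies of 28S rRNA (LSU-rRNA). When each peak was weighted by its score instead of counted once, the intron share was higher in F by 22.6 percentage points (exact p = 0.13). Without male 1 the unweighted difference was 3.17 points in favour of F.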

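In the D fraction, intergenic peaks averaged 63.8% in the 2 HFD males and 62.8% in the 2 ND males, a difference of 0.957 percentage points (exact permutation test over 4 males, p = 1, two-sided). In the F fraction the averages were 53.0% on HFD and 35.8% on ND, a difference of 17.2 points (exact p = 0.667). With 2 males per diet the smallest possible p is 0.333, so neither comparison can separate a diet effect from the spread between males. Genes of obesity and glucose homeostasis had a peak outside introns in 20 of 37 cases in F of male 1 (ND; odds ratio 2.27, adjusted exact p = 0.124, Fisher's exact test) and in 5 of 37 in F of male 3 (HFD; odds ratio 2.26, adjusted exact p = 0.417). With exon and UTR peaks alone, the list passed the threshold in F of male 1 (odds ratio 2.89, adjusted exact p = 0.0137). These genes are long, and for peaks outside introns 7.79% of random lists matched for transcript length had as many as 20 (mean 15.3), while exon and UTR peaks alone were not compared in this way. Its highest peaks in F of male 1 lay in Scd1, a fatty acid desaturase (score 245.6), Fasn, the fatty acid synthase (137.7), Srebf1, a regulator of lipid synthesis (137.7), and Adipor1, an adiponectin receptor (107.8). The scores in F of male 3 were 114.5 for Fasn, 93.3 for Srebf1, 65.7 for the insulin receptor gene Insr and 57.2 for Igf1r. Without male 1 the F difference between diets was -9.90 points, the opposite direction, and that in D -0.918. With peaks weighted by score the D difference was -17.8 points (exact p = 1). From the shares of the genomic regions, the paper states as a possibility that HFD signals lie among RNAs of introns, and resistance to the diet in intergenic regions.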

In addition, transcripts are more abundant as expected in free fractions than in those associated with DNA in all samples. 

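Peaks were more numerous in F than in D in 1 of the 4 Dnmt2−/− males. Male 1 had 25406 peaks in F and 3427 in D, whereas male 2 had 7635 and 49918, male 3 had 10143 and 22726, and male 4 had 18709 and 21171. On the log2 scale the mean was 13.76 ± 0.79 in F and 14.05 ± 1.64 in D (SD, n = 4), a difference of -0.29 that is smaller than the spread between males (SD of the differences 2.36; exact permutation test within males, p = 0.875, two-sided). Genes with an exon or UTR peak followed another order: 6094 in F and 46 in D of male 1, 52 and 283 in male 2, 964 and 186 in male 3, and 122 and 170 in male 4. The number of peaks is not an amount of RNA, and it depends on depth and on peak width, which differ between these libraries. With peaks scaled to the mapped reads of Supplementary Table S4, the mean log2 difference was 0.54, in favour of F (exact p = 0.875), and without male 2 it was 0.52.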

Evaluation of sperm transcripts here by deep sequencing revealed that the amount of transcripts is generally decreased in mature sperm of ND/HFD *Dnmt2* ^*−/−C57BL/6*^ compared to wild-type sperm (Supplementary Table S4).

The loss of two cytosine-5 RNA methyltransferases (Dnmt2 and NSun2) has been reported to be associated with reduced rates of protein synthesis (Tuorto et al., 2012) and genome integrity (Genenncher et al., 2018). In addition, methylation of tRNA at the 38th position cytosine improves the stability of certain tRNAs under altered environmental conditions (Schaefer et al., 2010) or improves the viability of the virus in host cells (Dev et al., 2017). What`s more Dnmt2 activity is required for the establishment of an inherited epigenetic change (altered RNA levels) with “paramutation in c-kit loci” in mice (Kiani et al., 2013). Finally, whereby Dnmt2 is maintained throughout evolution, a role in adaptation to a new environment is assigned (Ashapkin et al., 2016). It is also found that tRNA fragments are in higher levels in the sperm of HFD males (Peng et al., 2012). Small tsRNA fragments of 30–34 nucleotides are derived from the 5′ end of tRNAs. In *Dnmt2* ^*−/−C57BL/6*^ sperm; the profile of tRNA-derived sncRNAs and rRNA-derived sncRNAs is not altered with HFD (Zhang et al., 2018). In other words, in the absence of the Dnmt2 protein, the levels of 30–40 nt RNA fractions in spermatozoa are not changed by HFD.

Here, we focus on the set of abundant mouse transcripts presented in Figure 6, the AY036118 gene (ETS-linked transcription factor *Mus musculus* ERF, Erf1), Gm42418, and Gm26917 (pre-ribosomal 45S RNA, serving as a precursor for rRNA 28, 18 and 5.8S). The transcripts are visualized using the UCSC genome browser. 

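A few peaks carried most of the score in every Dnmt2−/− library. The 10 highest peaks held 55.6% (D of male 3) to 74.8% (D of male 1) of the summed score of their list. Among the 5 highest peaks of each library, 40 in all, 14 lay in rRNA repeats (LSU-rRNA_Hsa), 13 in the major satellite GSAT_MM, 1 in a simple repeat and 12 in no named repeat. The peak in an intron of Cdk8 on chromosome 5, from 146260959 to 146261147 in D of male 3, lies in an LSU-rRNA copy. It was the highest peak in F of males 2, 3 and 4 and in D of males 3 and 4, with 40.1%, 30.8%, 36.0%, 36.8% and 32.0% of the summed score. The highest in F of male 1 was an LSU-rRNA copy in an intron of Zc3h7a, nearest to the promoter of Txndc11, on chromosome 16 from 11144020 to 11144189 (30.5%). In D of male 2 it was an intergenic satellite on chromosome 2 from 98666869 to 98667268, with Lrrc4c as the nearest gene (52.0%). Other peaks among the highest were an LSU-rRNA copy in an intron of Filip1l (chromosome 16, 11.4% in F of male 1), another near Pex2 (chromosome 3, 10.8% in D of male 1), satellites near Rab10os (chromosome 12) and Gm5458 (chromosome 14), and a CCCTAA repeat on the Y chromosome near Rbmy (1.36% in D of male 4). The peak nearest to the Limd1 promoter lay in the 3′UTR of Lars2, and Rn45s was the nearest gene of peaks on chromosome 17. Over all peaks, simple repeats held 11.2% ± 5.92 in F and 20.2% ± 3.03 in D (SD, n = 4), lower in F in 4 of 4 males (exact permutation test within males, p = 0.13, two-sided; adjusted exact p = 0.75 over 6 repeat classes; unpaired exact p = 0.0286). The commonest simple repeat was GAAA in D of males 1, 3 and 4, and CA or TG in the other 5 libraries. LINEs held 15.2% ± 8.11 and 19.1% ± 1.23 of peaks in F and D (exact p = 0.5), SINEs 5.41% ± 2.06 and 4.38% ± 0.734 (exact p = 0.5), and LTR elements 6.90% ± 3.07 and 7.80% ± 0.871 (exact p = 0.75). Satellites held 1.13% ± 0.664 and 0.874% ± 0.150 (exact p = 0.5), and rRNA repeats 0.314% ± 0.148 and 0.598% ± 0.969 (exact p = 1). Without male 1, the LTR and rRNA repeat differences changed direction, to 0.511 and 0.238 percentage points. With peaks weighted by score, the difference was 19.5 points for rRNA repeats and -13.6 for satellites, both against the direction by number of peaks.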

The expression signal is very high and comparable between samples according to the scaling of the data view on the left (Figure 6), and overlaps with repetitive elements. The pre-ribosomal 45S RNA transcript profiles in the free fraction of *Dnmt2* ^*−/−*^ show changes compared to the wild-type samples (Figure 6). 

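In the F fraction, a peak at the 45S pre-rRNA region of chromosome 17 was present in all 4 Dnmt2−/− males, and its place differed in male 1. In F of males 2, 3 and 4 the highest peak started at 39847623, 39847867 and 39847939 of mm10, within Gm42418 (39846958 to 39848788, plus strand), AY036118 (39847113 to 39848035, minus strand) and Rn18s-rs5 (39846354 to 39848202). The peak of F of male 1 lay from 39844761 to 39844930, within Gm26917 (39843013 to 39846341, plus strand), which had no peak in the other 7 libraries. AY036118 and Gm42418 had a peak in those 7 libraries and none in F of male 1. The peak caller filtered each position against its local region of 10000 bases, which can remove lesser peaks near a high one. The paper's value for Rn18s-rs5 in F of male 1 is 4112.721, so the lack of a peak does not show a lack of the RNA. The region's share of the summed score was 1.96%, 7.93%, 5.07% and 8.34% in F of males 1 to 4. In D it was 8.04%, 0.633%, 5.02% and 5.97%. Its highest peak ranked 2nd to 8th in every library. The authors annotated these peaks as non-coding, in the 45S pre-rRNA transcript Rn45s. The lists give 1 strand for all peaks, so Gm42418 and AY036118, which overlap on opposite strands, cannot be told apart. A share of the summed score is a value within 1 list and was not tested between libraries.

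**Figure D2:**
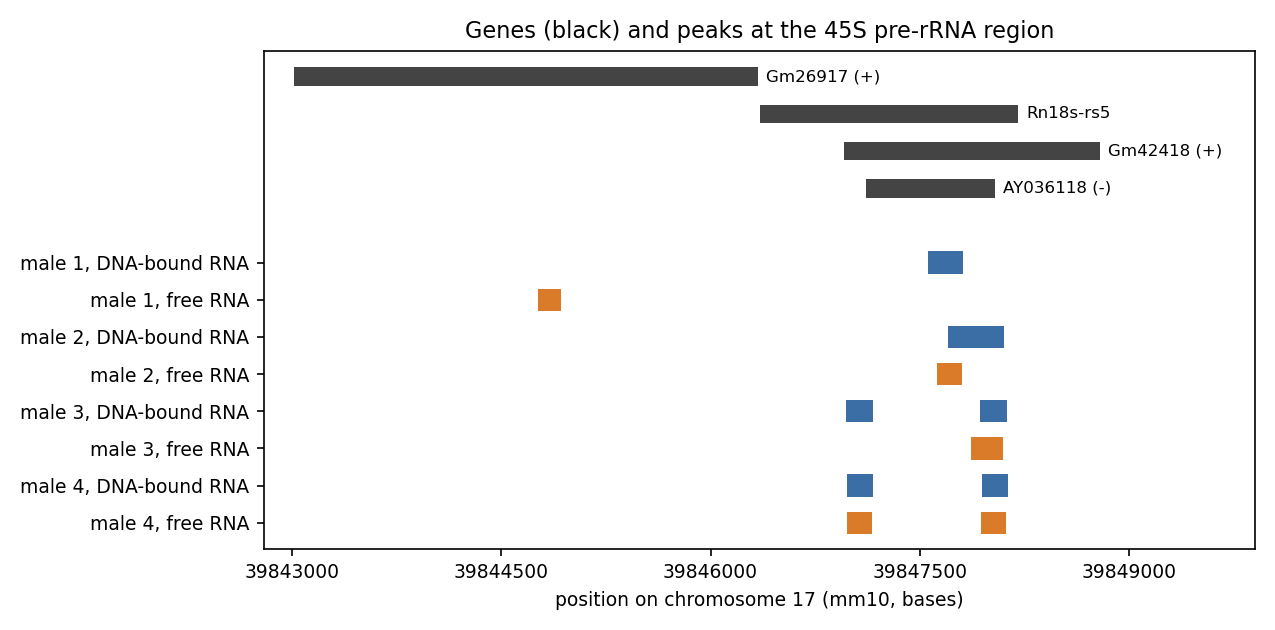
Position on chromosome 17 (mm10, bases) of Gm26917, Rn18s-rs5, Gm42418 and AY036118 (black, strand in brackets where given) and of the peaks in each Dnmt2−/− library (DNA-bound RNA in blue, free RNA in orange). The free RNA peak of male 1 lies in Gm26917, and the other libraries' peaks lie to its right.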

We reveal sporadic changes in the levels of transcripts in the F in *Dnmt2* ^*−/−C57BL/6*^ compared to wild-type sperm. In addition, Figure 6 shows variation in the expression signal of *Mus Musculus* leucyl-tRNA synthetase, mitochondrial (Lars2), transcript variant 1 on chromosome 9 of *Dnmt2* ^*−/−C57BL/6*^ to wild-type *C57BL/6* in HFD/ND.

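Genes of the epididymal epithelium, the duct lining that mature sperm pass along, had peaks outside introns in F of males 1 and 3. For F of male 1, 25 of 29 did (86.2%, against 34.1% of other genes; odds ratio 12.1, adjusted exact p = 1.7e-07), with Gpx5, an epididymal glutathione peroxidase (score 4950.0, rank 23), Crisp1, a secreted sperm-coating protein (1846.1), Clu, or clusterin (1503.3), and the lipocalin Lcn8 (1356.5) as the highest. So did 16 of 29 in F of male 3 (55.2% against 6.41%; odds ratio 18.0, adjusted exact p = 6.0e-11), led by Gpx5 (1933.4), Clu (1113.0), Lcn2 (366.8) and Rnase9 (195.0). Of the 964 genes with an exon or UTR peak in F of male 3, 863 (89.5%) also had one in F of male 1, where 279 would be shared if the lists were independent. Also in F of male 1, 58 of 83 cytosolic ribosomal protein genes had a peak (odds ratio 4.49, adjusted exact p = 8.3e-10). Examples are Rplp1 (497.1, promoter-TSS) and Rpl8 (446.2, exon). The highest, at Rps29 (3410.8), is a promoter-TSS peak that also covers the annotated microRNA gene Gm47287, so it cannot be assigned to Rps29. With exon and UTR peaks alone, 54 of 83 of these genes had one. In the same library, 65 of 89 nuclear genes of oxidative phosphorylation had a peak outside introns (odds ratio 5.25, adjusted exact p = 2.2e-12), such as Atp5a1 (257.5) and Cox4i1 (193.1). Neither list passed in F of male 3, with 10 of 83 (odds ratio 1.99, adjusted exact p = 0.377) and 7 of 89 (odds ratio 1.23, adjusted exact p = 0.946). Genes of snoRNAs and scaRNAs, which guide the modification of other RNAs, had a peak in 45 of 84 cases in F of male 1 (odds ratio 2.23, adjusted exact p = 0.0034) and in 19 of 84 in F of male 3 (odds ratio 4.27, adjusted exact p = 1.9e-05), with Snord17 highest in both (3692.3 and 415.5). These peaks lie in the non-coding, promoter-TSS and TTS classes, and with exon and UTR peaks alone 0 of 84 had one in either library. Only snoRNA and scaRNA genes named in the peak lists entered this count. Promoter and TTS windows are wider than such genes and can take in a peak of another transcript. Olfactory and vomeronasal receptors had fewer peaks than other genes, 2 of 1029 in F of male 1 (adjusted exact p = 3.6e-186) and 9 of 1029 in F of male 3 (adjusted exact p = 2.8e-18). MicroRNA genes also had fewer in F of male 1, 140 of 798 (odds ratio 0.398, adjusted exact p = 1.3e-24), but lists matched for transcript length averaged 157 (95% of them from 140 to 175), and 2.68% of them had as few. Transcripts of sperm and spermatids had a peak in 18 of 36 cases in F of male 1 (odds ratio 1.93, adjusted exact p = 0.312), among them Odf1 of the tail (305.4) and the protamine Prm2 (301.0), and in 0 of 36 in F of male 3 (adjusted exact p = 0.629). Against lists matched for transcript length, the count of 18 passed the threshold in F of male 1 (p = 0.004, unadjusted, in a permutation test with 10000 random lists). Leukocyte genes had a peak in 8 of 16 and 1 of 16 cases in the F libraries of males 1 and 3 (adjusted exact p = 0.638 and 1), erythroid genes in 4 of 9 and 0 of 9 (adjusted exact p = 0.946 and 1) and liver genes in 3 of 13 and 0 of 13 (adjusted exact p = 0.969 and 1). The haemoglobin genes Hbb-b1 (4658.0) and Hba-a1 (1850.6) were among the highest exon peaks of F of male 1. Histone genes had a peak in 24 of 53 and 7 of 53 cases (adjusted exact p = 0.473 and 0.417), although 0.02% and 1.71% of lists matched for transcript length had as many (means 12.8 and 2.66, unadjusted). Ribosomal protein genes in F of male 3 were likewise above their matched lists (mean 3.67, 0.33% as high). Spliceosomal snRNA genes had a peak in 2 of 4 and 0 of 4 (adjusted exact p = 1 in both). In the other 6 libraries, the tests of olfactory receptors in D of male 1 (0 of 1029, adjusted exact p = 0.0208) and of microRNAs in D of male 4 (4 of 798, adjusted exact p = 0.00021) passed, both with fewer peaks than other genes. The p values are from Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 112 tests. Genes are not replicates, so each test describes 1 library.

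**Figure D3:**
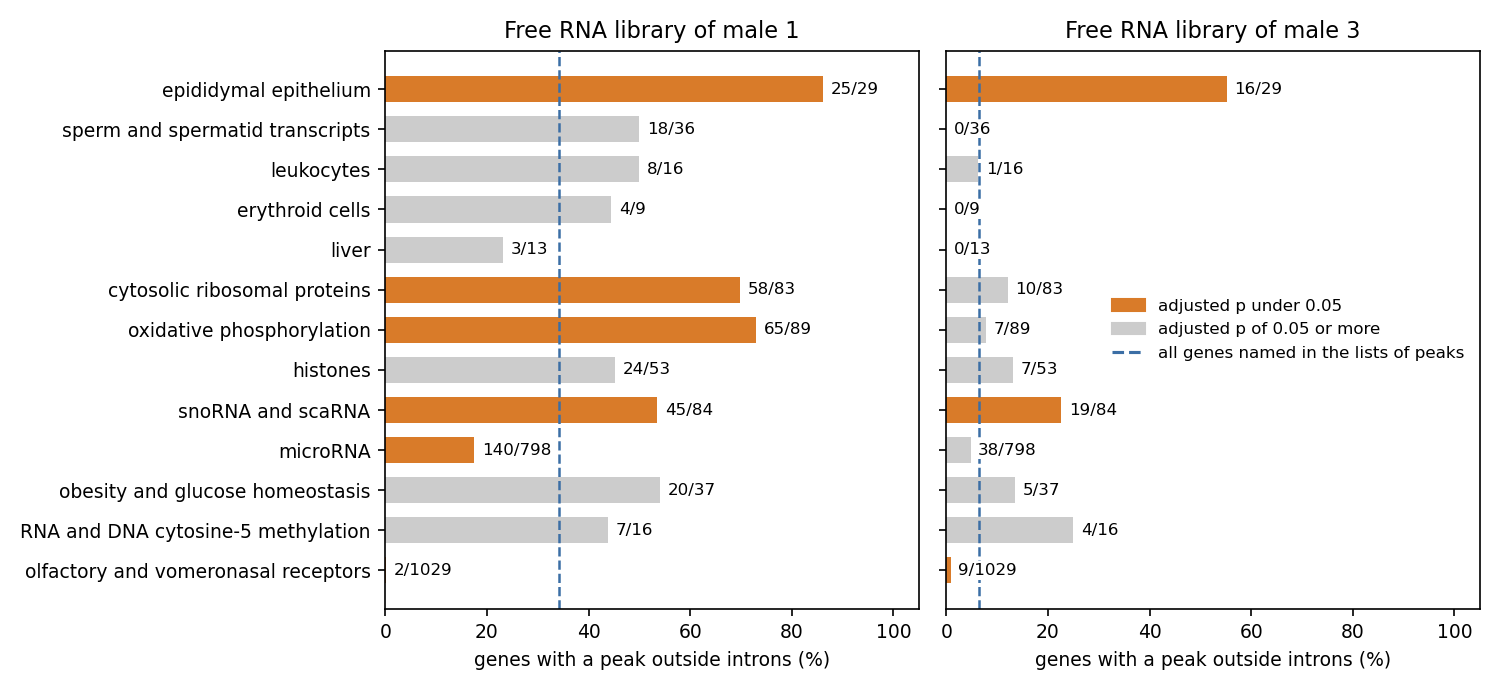
Percent of the genes of each list with a peak outside introns in the free RNA libraries of males 1 (left) and 3 (right); bars carry the number of genes with a peak over the number in the list, and the dashed line marks all genes named in the peak lists (34.2% and 6.48%). Orange bars passed the adjusted exact p of 0.05, such as the epididymal epithelium with 25 and 16 of 29 genes.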

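Among the genes with the most exon and UTR peaks in F of male 1 were Syne2, which links the nucleus to the cytoskeleton (46 peaks), the phospholipase Plb1 and the muscle protein Ttn (29 each), Col6a4 and Syne1 (25 each), the protease inhibitor Spink5 (24), the ATP citrate lyase Acly and Myo5b (22 each) and Abca3 (21). Those of F of male 3 were the histone methyltransferase Kmt2d (8), Mlec, Prom2, Sort1 and Tnrc18 (5 each) and Ace, Cep170b, Fasn, Fkbp5 and Glul (4 each). All 10 genes of male 3 also had exon or UTR peaks in F of male 1, from 4 (Mlec) to 17 (Sort1). None of the genes named here had more than 1 such peak in any of the other 6 libraries. Long transcripts offer more places for a peak, as with the 100404 bases of Ttn.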

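Lars2 charges mitochondrial tRNA with leucine and lies on chromosome 9 of mm10 from 123366927 to 123462666. It had 1 peak in its 3′UTR in each of the 8 Dnmt2−/− libraries and no other exon or UTR peak. In D of male 1 this peak (123461883 to 123462131) was the highest of the library and held 15.8% of the summed score. It ranked 5th in F of male 2, with 2.52%. Its share was 0.219% in F of male 1, 0.0349% in D of male 2, 0.212% in D and 0.334% in F of male 3, and 0.275% in D and 0.404% in F of male 4, at ranks 12 to 39. So the largest and the smallest share both came from D of ND males, and the HFD males lay between them. A 72-base stretch under the peak matches a stretch of Gm15564 on chromosome 16 (35981725 to 35981795) at 98.6% identity, and that stretch lies under a peak of the LSU-rRNA class in 8 of 8 libraries. Each library has a single value per fraction and male, and shares of the summed score were not tested between libraries.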

**FIGURE 6:**
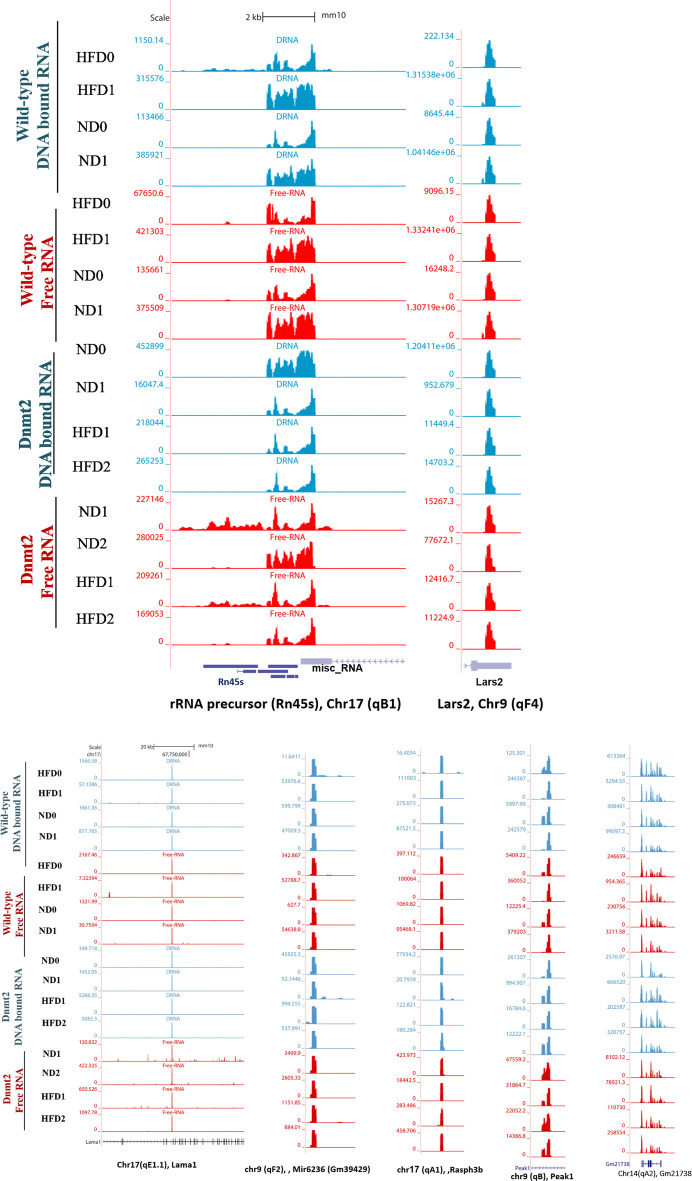
Visualization of highly-expressed signals of DNA-bound and free-RNA moleculees in GRCm38/mm10 in the sperm of wild- type C57BL/6 and Dnmt2-/- mice line in ND and HFD (21% butter, high fat diet). Expression signal tracks of different highly expressed transcripts are visualized which are demonstrated at the bottom of each panel.

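Among the further transcripts drawn in Figure 6, Gm21738 and Lama1 had peaks in all 8 Dnmt2−/− libraries. The Gm21738 peaks (chromosome 14, gene from 19415857 to 19418930) lie in the satellite GSAT_MM and ranked 3rd in D of male 2 and 65th in F of male 1. In Lama1, a laminin subunit gene on chromosome 17, the highest peak lies in an intron at a CCCTAA repeat (67741250 to 67741649 in D of male 2) and ranked from 51 in D of male 2 to 20489 in F of male 1. Peak1, a kinase gene on chromosome 9, had a peak in 6 libraries, and in F of male 1 its highest peak (56223580 to 56223749) was an LSU-rRNA copy in an intron at rank 12. Mir6236, within Gm39429 on chromosome 9 (110281287 to 110281409), had a peak in D of male 1 (rank 29) and D of male 2 (rank 512) and in none of the F libraries. Rsph3b, a radial spoke gene on chromosome 17, had peaks in D of male 1, F of male 1 and F of male 3, at ranks 874, 7424 and 1231. Ranks were taken within lists of different lengths and say nothing of a change between libraries.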

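Peak positions were little shared between Dnmt2−/− males. Within D the Jaccard index (bases under peaks in both lists over bases under peaks in either) ran from 0.00553 for males 1 and 2 to 0.0369 for males 3 and 4. Lists of unequal size cap this index. D of males 1 and 2 covered 852568 and 19965361 bases, but D of males 3 and 4 covered 4294745 and 4022121. The order of the pairs therefore does not by itself rank likeness between males. Within F the index ran from 0.00377 for males 1 and 2 to 0.0276 for males 1 and 3. The lists of males 1 and 3 have exon or UTR peaks in 863 genes in common, such as Gpx5 and Clu. These were counted by gene and not by position. D and F of the same male had a mean index of 0.00922, and D and F of different males 0.00936 (one-sided exact permutation test over 24 pairings, p = 0.5, smallest p 0.0417). The intergenic share had an SD of 25.8 percentage points between males in F and 1.64 in D, a ratio of 15.8 (exact permutation test exchanging the fractions within males, p = 0.5, two-sided). In males 2 and 4 the shares of F and D were nearly equal, so exchanging them hardly changes the ratio. This p therefore does not measure how large the ratio is and is no evidence of equal spread. With peaks weighted by score the order turned, with an SD of 15.1 in F and 23.2 in D (exact p = 0.875). Within the F fraction the LINE share was 3.10% in male 1, against 17.8% to 20.2% in the other 3 males. Among the highest 3427 peaks of each library, D and F of the same male were more alike than D and F of different males, with an excess of 0.00206 (one-sided exact p = 0.0417). Without male 2 the excess over all peaks was 0.00126.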

Unlike the wild type (four samples), each biological replicate of the *Dnmt2* ^*−/−C57BL/6*^ samples exhibits a unique profile and shows variation in transcripts among the four samples. The unpredictable state of transcript levels from *Dnmt2* ^*−/−C57BL/6*^ animals would suggest altered RNA stability as a cause of variation in *Dnmt2* ^*−/−C57BL/6*^ sperm transcripts. Our working hypothesis is that the loss of the Dnmt2 protein triggers random changes in the overall stability of the transcripts and thus influences the half-life dynamics of DNA/RNA hybrids, which may be one of the causes of loss of acquired inheritance in *Dnmt2* ^*−/−C57BL/6*^ line.

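Trdmt1, which encodes Dnmt2 (chromosome 2, 13509014 to 13544668), had no peak in an exon or UTR in any of the 8 Dnmt2−/− libraries. D of male 2, the library with the most peaks, had 2 peaks at the gene, the higher in an intron at rank 16992. Most genes have no exon peak in most of these libraries, so the lack of one does not show the deletion. Nsun2, the other tRNA cytosine-5 methyltransferase the paper names, had 2 exon or UTR peaks in F of male 1, at chromosome 13 from 69629533 to 69629702 for the higher (rank 15803), and none in exons elsewhere. Of 16 genes of RNA and DNA cytosine-5 methylation, 7 had a peak outside introns in F of male 1 (odds ratio 1.5, adjusted exact p = 0.905, Fisher's exact test) and 4 in F of male 3 (odds ratio 4.82, adjusted exact p = 0.136). With exon and UTR peaks alone, the list passed in F of male 3 (4 of 16, odds ratio 6.97, adjusted exact p = 0.0382), but for peaks outside introns it did not pass against protein-coding genes (odds ratio 4.47, adjusted exact p = 0.229), and 3.54% of lists matched for transcript length had as many. The highest in F of male 1 were Ybx1 (score 208.1) and Alyref (50.9), which bind methylated RNA, and the DNA methyltransferases Dnmt3a (47.9) and Dnmt1 (43.4). Those of F of male 3 were Dnmt1 (67.8), Tet3 (57.2), Alyref (38.2) and Dnmt3a (33.9). From the differences between the 4 males, the paper proposes as a working hypothesis that loss of Dnmt2 triggers random changes in transcript stability and in the half-life of DNA/RNA hybrids.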

The snapshot of the genome browser of pre-rRNA transcripts and leucyl-tRNA synthetase, mitochondrial (lars 2) of normalized BigWig files of two types of sperm RNA fractions (DNA bound RNA and free RNA), shows a normalized expression RNA-seq signal in two mouse lines, wild-type and *Dnmt2* ^*−/−C57BL/6*^ in normal diet (ND) and 21% butter (HFD) through generations. The transcript set comprising the mouse gene AY036118 (transcription factor linked to the ETS of Mus musculus ERF (Erf1), Gm42418, and Gm26917 (A 45S pre-rRNA transcripts) serves as a precursor for 28, 18, and 5.8S rRNA on chromosome 17, overlapping elements repeated by Repeat Masker on the mouse assembly (GRCm38/mm10).

## Discussion

The complexity of the genetic contribution to a common phenotype of weight gain with a diet high in sugar and fat poses many challenges. One question raised here is whether the RNA alterations produced in the sperm of laboratory mouse lines reared on the same HFD (high-fat diet) vary from line to line. In other words, what are the common signals (RNAs) produced for the transmission of high-fat diet-mediated phenotypes (HFD-MPs) between different genotypes? Here, we show that RNA variations are produced in male mice maintained on HFD and are transported by sperm regardless of the genetic background, at least in the four mouse lines tested.

The data indicate that four laboratory lines (*C57BL/6*, *B6/D2*, *Balb/c* and *Dnmt2* ^*−/−*C57BL/6^) nevertheless under the same conditions respond differently in the expression of HFD-MPs and that all founders even with the wild-type genome could be resistant, like the *B6/D2* hybrid*,* and yet pass the changes on to their offspring. Two of the four founder mouse lines do not develop HFD-MPs as indicated previously for the *Dnmt2* ^*−/−C57BL/6*^ mice, and here the hybrid *B6/D2. C57BL/6* is a commonly used inbred mouse line that responds effectively to HFD by increasing fat and body weight, being insulin-resistant (Type 2 diabetes-like), and transmitting all metabolic alterations to at least two generations as previously indicated (Winzell and Ahrén, 2004). *Balb/c* (founder) is another laboratory inbred line which, in HFD condition that does not increase body weight but develops Type 2 diabetes-like phenotypes and passes on HFD-MPs to the F1 and F2 generations. Thus, with *C57BL/6* and *Balb/c* two inbred lines maintained in the same homing, the same food and the same conditions respond differently to HFD. *B6/D2* is a hybrid between *C57BL/6* and *DBA2*; under the same feeding and environmental conditions as the above inbred lines, founder males appears to be resistant to HFD, but in their offspring certain aspects of the phenotype are found as predicted by genetic segregation. Transmission of the phenotype from *B6/D2*-resistant male founders in backcrossing is reminiscent of genetic anticipation (Carpenter, 1994; Martinez-Delgado et al., 2011). This means that despite the founders’ *B6/D2* resistance to HFD, their germ cells have retained a diet-induced change which is then passed on to the next generation. In the F1 generation from *B6/D2* (F0 founder), the Type 2 diabetes-like phenotype is detectable, and in the F2 generation with different genotypic segregation, obesity is displayed. This means that the body weight and Type 2 diabetes-like characters are separately segregating. Finally, a *Dnmt2* null mutation in the *C57BL/6* background abolished the sensitivity to HFD (21–33% butter), and the animals do not gain weight and do not exhibit Type 2 diabetes-like traits, but unlike *B6/D2* the transmission of obesity and diabetes in the offspring is also well abolished. Likewise, using a higher concentration of butter (33% fat), the *Dnmt2* ^*−/−C57BL/6*^ founder mice maintained the same weight, but without symptoms, profiles in both conditions glucose and insulin tolerance tests are changed (more pronounced changes are visible by normalization of the data, Figure 1). Based on previous reports (Zhang et al., 2018), with a diet with a higher concentration of butter (60%), *Dnmt2* ^*−/−*^mice become also obese thus exceeding the controls by the Dnmt2 protein. The Dnmt2 protein methylate tRNAs (Lyko, 2018), and these results demonstrate that the involvement of RNA methylation is an important parameter in the control of health (such as weight and type 2 diabetes like phenotypes) (Lyko, 2018). RNA methylation is a means of modulating RNA stability and enhancing a phenotype (Jeltsch et al., 2017; Lyko, 2018).

Taken together, these results suggest that an additional mechanism governs the development of phenotypes in addition to genetic mechanisms, and this mechanism persists during transfer to the next generation.

### Heterogeneities in transcripts could be a way to escape the disease

Ribosomal heterogeneity is reported in several studies with environmental stresses and is generally accepted as a source of differential ribosome selectivity for the translation circuits of gene expression (Xue and Barna, 2012; Shi et al., 2017). In addition to the protein composition and multiple modifications, heterogeneity is also observed in the composition of ribosomes and ribosomal RNA (rRNA) as diversity generates an impact on translational activities. HFD and protein restriction in mice also affects the levels of ncRNAs in mature sperm, including increased amounts of 5′ glycine tRFs (Cassman et al., 2016). Additionally, here we report the heterogeneity of the levels of not only miR-19b in *Dnmt2* ^*−/−C57BL/6*^ mice but also the activity of miR-19b which is compromised by mixing with sperm RNA from animals raised in ND. This result indicates that overall RNA activities are modifiable by methylation or compensation with total sperm RNAs. Likewise, total RNAs from ND sperm modulates active RNAs from HFD sperm when co-injected in the mixed buffer into fertilized mouse eggs. Changes in the distribution of RNAs could be responsible for changes in activities among sperm RNAs from ND to HFD. The case of the heterogeneous distribution of miR-19b transcripts levels in *Dnmt2* ^*−/−C57BL/6*^ animals indicates that variation is one of the factors which globally influence regulation and signal transmission. These heterogeneities are not specific for miR-19b but are also observed for the highly expressed transcripts revealed here by the analysis of the peak of the two RNA fractions in samples of sperm RNAs from *Dnmt2* ^*−/−C57BL/6*^ mice. In addition, abundant transcripts which were previously reported to be altered in *Dnmt2* ^*−/−C57BL/6*^ mice (Chen et al., 2016a; Zhang et al., 2016) show more dispersed profiles in the free fraction compared to wild-type. 

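At the microRNA genes themselves, few peaks were found in the Dnmt2−/− sperm libraries. Neither copy of the miR-19b gene had a peak in any of the 8 libraries, Mir19b-1 on chromosome 14 (115044305 to 115044391) or Mir19b-2 on the X chromosome (52741983 to 52742066). The same holds for Mir19a, Mir182, Mir29a and Mir340. Only genes annotated as microRNAs were searched, so peaks over the longer gene Mir17hg (chromosome 14, 115042879 to 115046727) were not counted. Of 2245 annotated microRNA genes, 72 overlapped a peak in F of male 1 and 26 in F of male 3, whereas 3 to 10 did in the other 6 libraries. These overlaps include peaks in rRNA or srpRNA repeats, such as Gm23935 at the LSU-rRNA copy in an intron of Zc3h7a. Others lie in the exon, promoter-TSS or TTS classes, so the counts are not counts of microRNA transcripts. The authors removed trimmed reads shorter than 30 bases, and a mature microRNA is shorter than that, so the lack of a peak gives no level of miR-19b. Repeats annotated as tRNA held 0 to 4 peaks per library. The authors also cropped the start of each read before the length filter, so short tRNA fragments can be lost too. This count therefore gives no level of such fragments.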

The changes in the levels of the free RNA fraction (F) relative to RNA attached to the genome (D) revealed here strongly suggests that hybrid DNA/RNA signals are important in the transmission of epigenetic information from generation to generation.

The free RNA fraction of sperm from four lines induces HFD phenotypes described here. The DNA-bound RNA fraction is not yet tested *in vivo*; since global transcripts are also present in both (the free and DNA bound fraction), it is expected that both fractions are active in microinjection tests in fertilized mouse eggs. We suggest that the activities of RNAs could be dynamic and dependent on the half-life of each RNA as DNA-bound or circulating molecules. The robustness and mechanisms underlying these hereditary changes will require further investigation.

## Methods

### Mice

All animals (mice) and experiments were carried out in compliance with the ARRIVE guidelines (https://arriveguidelines.org). Mice were maintained in building with accord to European and international guidelines and policies in accordance with the animal welfare laws in Turkey in an animal facility at Genkok Institute, Kayseri, Turkey. The experiments were approved by the Turkish ethics committee (see file number below). 1) Institutional and/or licensing committee Erciyes University, Kayseri, Turkey; 2) we confirm all experiments were performed in accordance with relevant guidelines and regulations with permission from Erciyes University committee in an animal facility at Genkok Institute, Kayseri, Turkey. 3) All mice were maintained according to European and international guidelines and policies according to the animal welfare laws in Turkey in an animal facility at Genkok Institute, Kayseri, Turkey.

All protocols in this study were approved by the Committee on the Ethics of Animal Experiments of Erciyes University, Kayseri, Turkey, on Animal Care, permit number: number 13/58, date: 13.03.2013 and permit number 14/116, date: 13.08.2014 from the committee on the Ethics of Animal Experiments of Erciyes University, in compliance with the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH publication no.85-23, revised 1996).

The mice were maintained in a facility under controlled conditions (light from 06:00 to 18:00, 22°C temperature, 55% humidity). The animals were cared for and treated according to the Principles of Laboratory Animal Care (European rules). All tests were performed between 10:00 and 16:00 in isolated rooms.

Four lines of mice were maintained: *C57BL/6*, *B6/D2*, *Balb/c* and *Dnmt2* ^*−/−C57BL/6*^ (Charles River, Wilmington, MA, USA). After weaning, 4-week-old males were divided into two groups. One group was maintained on a normal diet (ND), a standard chow diet (7% simple sugars, 3% fat, 50% polysaccharide, 15% protein (w/w), energy 3.5 kcal/g) and the other was fed a Western diet containing, in addition, 17% casein, 0.3% DL-methionine, 34% sucrose, 14.5% cornstarch, 0.2% cholesterol, 5% cellulose, 7% CM 205B, 1% vit200, and 21% or 35% butter (Diet Western 1,635, Safe, Augy; France).

### Glucose tolerance and insulin tolerance tests

Overnight fasted mice were injected with glucose or insulin in saline buffer. The baseline glucose measurements were analyzed from tail blood before intraperitoneal (ip) glucose injection (2 mg/g body weight) using the OneTouch Vita (LifeScan, Johnson & Johnson, Milpitas, CA, USA) system.

Insulin (NovoRapid^®^, Novo Nordisk, Bagsværd, Denmark) diluted in 0.08 mU/μl saline was injected to a final delivery of 0.8 mU/g body weight.

Blood glucose measurements were taken using tail blood at 0, 15, 30, 45, 90, and 120 min after injection.

### RNA preparation and microinjection

RNA from purified sperm (centrifugation) was extracted using TRIzol reagent (Invitrogen, Life Technologies). All total RNA preparation from mouse sperm were treated with proteinase K 400 microg and Dnase 10–100 ng. The quality of the RNA preparations was verified by spectrometry on an Agilent Bioanalyzer 2,100 apparatus (Agilent, Santa Clara, CA, USA) (Grandjean et al., 2015). Microinjection into fertilized eggs was performed according to established transgenesis methods. Sperm RNA solutions were adjusted to a concentration of 1 μg/ml, and 1–2 pl was microinjected into the male pronuclei of fertilized eggs isolated after normal ovulation and mating to a *Balb/c* strain. Synthetic miRNA (purchased from Sigma, St. Louis, MO, USA) was prepared in a filtered microinjection buffer (10 mM Tris, pH 7.4; 0.1 mM EDTA) at a concentration of 3-5 × 10 (Pomp et al., 2008) molecules/pl.

### RT-PCR and quantitative RT-PCR

miRNA quantitation was performed using miScript Primer Assays (Qiagen, Hilden, Germany), following the manufacturer-recommended protocols. Real-time PCR was performed with a Light Cycler Instrument (Roche Diagnostics, Indianapolis, IN, USA) using the miScript SYBR Green PCR kit (Qiagen, Hilden, Germany).

### Isolation of RNA in R-loop structure as DNA/RNA hybrid for RNA sequencing

A classic TRIzol protocol produces two fractions of RNAs: one in aqueous phase (free fraction) and the other at the junction of the phenol-chloroform DNA fraction. The DNA fraction consists of DNA/RNA hybrid molecules and RNAs which are tightly associated with the genome (Kianmehr et al., 2019; Rassoulzadegan et al., 2021). The RNA fraction associated to DNA is then released from the column by *Dnase* enzyme treatment. Here, we have released sperm cells from epididymis and washed and separated from somatic cells by centrifugation and overnight incubation at 56°C in Tris buffer 20 mM pH8, EDTA 50 mM, with 0.5% SDS, 20 µM dithiothreitol, and 400 μg/ml Proteinase K. Total nucleic acids after enzymatic removal of the proteins was followed by fractionation of RNA and DNA-bound RNA. Extracts were fractionated by the ZR-Duet™ DNA/RNA MiniPrep Plus protocol according to the specifications of the manufacturer (www.zymoresearch.com). After digestion by DNase, 10–100 ng of RNA was prepared and sent to Eurofins for high-throughput sequencing on Illumina Hiseq 2,500 or Illumina MiSeq. Libraries of all samples corresponding to DNA-associated RNA and free-RNA molecules were generated. Small RNA high-throughput sequencing was performed by Eurofins (Europe). Number of mapped reads are summarized in Supplementary Table S4. Considerably, the map rate of *Dnmt2* ^*−/−C57BL/6*^ samples is lowered than HFD/ND samples.

### Bioinformatics analysis

FastQC version 0.11.5 was used to do some quality control checks on the RAW sequence data. RNA-seq reads adapters removed by cutadapt v1.16. Based on the FastQC results, trimming of bad-quality reads was performed using Trimmomatic version 0.36 (10 nucleotides were cropped from the 5′ end of each read, bases were trimmed with Phred score lower than 20 from heading and trailing of each read, and the trimmed reads with a size less than 30 bp were removed) (Bolger et al., 2014). Transcript quantification was performed using Salmon v0.12.0 (Patro et al., 2017) and imported into tximport for downstream analysis. High enriched transcripts were visualized to show difference of expression in HFD/ND and *Dnmt2* ^*−/−C57BL/6*^ samples.

To align trimmed reads to the reference assembly (GRCm38) Hisat2 was used (Pertea, 2016 #10321). Quality of alignment was assessed using stats and plot-bamstats utilities of samtools (Li, 2011 #10323). Bam files were converted into BigWig format using deep tools bamCoverage with the following parameters: ‐of = bigwig - 50- normalizeUsing RPKM. Visualization of normalized BigWig files were performed using the UCSC genome browser (http://genome.ucsc.edu) (Kent et al., 2002).

HOMER version 4.9 was used for peak finding {Heinz, 2010 #10325}. Statistically significant peaks of expression were identified using HOMER (10,000 size of region used for local filtering, fourfold over local region, Poisson p-value over local region <0.0001, false discovery rate (FDR) rate threshold (cut off) < 0.001). After obtaining sets of peaks, peak annotation was performed using Homer “annotate_peaks” to relate each peak to nearby genes and genomic features. Homer (annotate_peaks) is widely used to assign peaks to positions annotated for gene, exon, intron, promoter, 5′ untranslated region (UTR), 3′ UTR, and other genomic features. The promoter-TSS, exons, introns and other features were based on the mm10 transcripts.

### Statistical analysis

Statistical analysis was performed by two-tailed, one-way analysis of variance (ANOVA), uncorrected Fisher’s least significant difference (LSD). Data are expressed as the mean with sem. p < 0.05 was considered to be statistically significant.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE166636.

## Supplementary Material

Supplementary Figure 1 Founder males *Balb/c* raised with high-fat diet of 21% butter (HFD); A: Body weight, B: glucose, (GTT) and C: insulin (ITT) tolerance test (mg/dl).

Supplementary Figure 2 Founder males *B6/D2* raised with high-fat diet of 21% butter (HFD); A: Body weight, B: glucose (GTT), and C: insulin (ITT) tolerance test (mg/dl).

Supplementary Figure 3 Founder males *Dnmt2* ^−/−C57BL/6^ raised with high-fat diet of 21% butter (HFD); A: Body weight, B: glucose (GTT), and C: insulin (ITT) tolerance test (mg/dl).

Supplementary Figure 4 Founder *males C57BL/6* raised with high-fat diet of 21% butter (HFD); A: Body weight, B: glucose (GTT), and C: insulin (ITT) tolerance test (mg/dl).

Supplementary Figure 5 
*F1 generation* males *Balb/c* whose father was raised with high-fat diet of 21% butter (HFD); A: Body weight, B: glucose (GTT), and C: insulin (ITT) tolerance test (mg/dl).

Supplementary Figure 6 F1 generation males *B6/D2* whose father was raised with high-fat diet of 21% butter (HFD); A: Body weight, B: glucose (GTT), and C: insulin (ITT) tolerance test (mg/dl).

Supplementary Figure 7 
*F1* generation males *Dnmt2* ^*−/−C57BL/6*^ whose father was raised with high-fat diet of 21% butter (HFD); A: Body weight, B: glucose (GTT), and C: insulin (ITT) tolerance test (mg/dl).

Supplementary Figure 8 
*F1 generation males C57BL/6* whose father was raised with high-fat diet of 21% butter (HFD); A: Body weight, B: glucose (GTT), and C: insulin (ITT) tolerance test (mg/dl).

Supplementary Figure 9 
*F2 generation* males *Balb/c* whose grand-father was raised in high-fat diet of 21% butter (HFD); A: Body weight, B: glucose (GTT), and C: insulin (ITT) tolerance test (mg/dl).

Supplementary Figure 10 
*F2 generation* males *B6/D2* whose grand-father was raised in high-fat diet of 21% butter (HFD); A: Body weight, B: glucose (GTT), and C: insulin (ITT) tolerance test (mg/dl).

Supplementary Figure 11 
*F2 generation* males *Dnmt2* ^*−/−C57BL/6*^ *F2* whose grand-father was raised in high-fat diet of 21% butter (HFD); A: Body weight, B: glucose (GTT), and C: insulin (ITT) tolerance test (mg/dl).

Supplementary Figure 12 
*F2 generation* males *C57BL/6* whose grand-father was raised in high-fat diet of 21% butter (HFD); A: Body weight, B: glucose (GTT), and C: insulin (ITT) tolerance test (mg/dl).

Supplementary Figure 13 Microinjection of total RNA of sperm from HFD-resistant males perturbs the health of susceptible offspring (*Balb/c*). Total sperm RNAs prepared from males raised on ND or HFD were microinjected into *Balb/c* fertilized eggs, as described in the Methods section. All mice were raised on an ND. Body weights at 15 weeks are presented for females born after microinjection of total sperm RNAs for the three lines, *Balb/c*, ND, HFD, Mixed ND/HFD, and HFD RNA added RNase before microinjection and finally HFD *Dnmt2* ^*−/−C57BL/6*^ RNA. *n* = number of mice in each group. Body weight is shown in each group from 6 to 14 weeks of age for females, respectively. Statistical analysis was performed by two-tailed, one-way analysis of variance (ANOVA), uncorrected Fisher’s least significant difference (LSD). *p < 0.05, **p < 0.01, ***p < 0.001 ****p < 0.0001 (*ND* vs. each group). Ns, not significant. All data are plotted as mean ± S.E.M.

Supplementary Figure 14 miR-19 expression in sperm of individual males. Each line corresponds to the results obtained from a male (repeated with three aliquots). The miR-19b-5p and -3p were systematically dysregulated in all males raised on HFD, but not in *Dnmt2* ^*−/−C57BL/6*^ males. In the latter, we found that miR-19b deregulation was heterogeneous between males, irrespective of the food type. Diet does not affect the level of miR19b in the sperm of *Dnmt2* ^*−/−C57BL/6*^.

Supplementary Figure 15 RNA fractions (D and R) in the sperm of wild-type males in normal diet (ND) and 21% butter (high fat diet, HFD). Rn18s-rs5, n-R5s100 in sperm samples (13A) ND/HFD, wild-types, and (13B) *Dnmt2* ^*−/−C57BL/6*^.

Supplementary Table 1 (Raw data of Figure 1) (A) Body weight (g), glucose (GTT), and insulin (ITT) tolerance test (mg/dl), males *Dnmt2* ^*−/−C57BL*/6^ (21% butter high fat diet). (B) Body weight (g), glucose (GTT), and insulin (ITT) tolerance test (mg/dl), males *Dnmt2* ^*−/−C57BL*/6^ mice (33% butter high fat diet).

Supplementary Table 2 (Raw data of Figure 2) Body weight (g), glucose (GTT), and insulin (ITT) tolerance test (mg/dl) *Balb/c* animals born after microinjection with total sperm RNAs.

Supplementary Table 3 (Raw data of Figure 3) Body weight (g), glucose (GTT), and insulin (ITT) tolerance test (mg/dl), *C57BL/6* F0 males born after total sperm RNA and miR-19b microinjection. Data were analyzed via one-way ANOVA test and the differences among the groups were determined by Tukey’s post hoc test. There are no significant differences among the groups (p > 0.05). All results are expressed as mean and SEM.

Supplementary Table 4 RNA-seq of fractions (D and R) in the sperm of two different mouse lines (*C57BL/6* and *Dnmt2* ^*−/−C57BL*/6^) in normal diet and 21% butter (HFD).

# Supplementary material for: Mouse Paternal RNAs Initiate a Pattern of Metabolic Disorders in a Line-Dependent Manner
**Source:** Front Genet. 2022 Mar 28;13:839841. doi: 10.3389/fgene.2022.839841
**Supplement:** Supplementary file 1

## Slide 1

Supplementary Tables and Figures
Mouse paternal RNAs Initiate a Pattern of Metabolic Disorders in a Strain-Dependent Manner
Ecmel Mehmetbeyoglu1,7†, Leila Kianmehr5†, Guzide Satir-Basaran1,6†, Kezban Korkmaz Bayram1,3, Mehmet Memis 1, Zeynep Ylmaz1, Esra Tufan 1, Serpil Taheri 1,2, Fahrettin Kelestimur 4 and Minoo Rassoulzadegan 1,8**
† These authors have contributed equally to this work and share first authorship.

## Slide 2

Summary of Figures 1, 2, and 3
Figure 1a
Figure 1b
Supplementary Figure 13
Figure 3
Figure 2
Dnmt2-/-C57BL/6
5 males/ND
7 males/21% fat
GTT
ITT
Dnmt2-/-C57BL/6
12 males/ND
12 males/33 % fat
GTT
ITT
Microinjection of total RNA of sperm from HFD-resistant males perturbs the health of susceptible offspring (Balb/c males).
HFD sperm RNA n=5
HFD sperm RNA+Rnase n=4
HFD/Dnmt2 sperm RNA n=4
HFD/ND sperm RNA n=4
ND sperm RNA n=7
Microinjection of total RNA of sperm from HFD-resistant males perturbs the health of susceptible offspring
(Balb/c females).
HFD sperm RNA n=3
HFD sperm RNA+Rnase n=3
HFD/Dnmt2 sperm RNA n=4
HFD/ND sperm RNA n=3
ND sperm RNA n=8
Induction of obesity and diabetes in mice by microinjection of miR-19b-5p or total RNAs of sperm into fertilized mouse eggs (C57BL/6).
HFD sperm RNA n=5
ND sperm RNA n=5
miR-19b-5p n=5
miR-19b-5p/ND sperm RNA n=5
HFD/ND sperm RNA n=5
HFD sperm RNA n=5

## Slide 3

Summary of Supplementary Tables list for Figures 1, 2, and 3
-Supplementary Table 1 (Raw data of Figure 1),
A-Body weight (g), glucose (GTT) and insulin (ITT) tolerance test (mg/dl) males Dnmt2-/-C57BL/6 (21% butter high fat diet).
B-Body weight (g), glucose (GTT) and insulin (ITT) tolerance test (mg/dl) males Dnmt2-/-C57BL/6 (33% butter high fat diet).
-Supplementary Table 2 (Raw data of Figure 2)
Body weight (g), glucose (GTT) and insulin (ITT) tolerance test (mg/dl) Balb/c males born after microinjection with total sperm RNAs.
-Supplementary Table 3 (Raw data of Figure 3), Body weight (g), glucose (GTT) and insulin (ITT) tolerance test (mg/dl)
C57BL/6 Founder males born after total sperm RNA and miR-19b microinjection.

## Slide 4

Supplementary Table 1A –(Raw data of Figure 1) Body weight (g), glucose (GTT) and insulin (ITT) tolerance test (mg/dl)
			Males Dnmt2-/-C57BL/6 (21% butter high fat diet)
(A)
GTT (B)
ITT (C)

## Slide 5

Supplementary Table 1B –(Raw data of Figure 1) Body weight (g), glucose (GTT) and insulin (ITT) tolerance test (mg/dl) 			Males Dnmt2-/-C57BL/6 (33% butter high fat diet)
(D)
GTT (E)
ITT (F)

## Slide 6

Supplementary Table 2 –(Raw data of Figure 2) Balb/c animals born after microinjection with total sperm RNAs.
 Body weight (g), glucose (GTT) and insulin (ITT) tolerance test (mg/dl)
(A)
(B)
GTT (C)
ITT (D)

## Slide 7

Supplementary Table 3 –(Raw data of Figure 3) C57BL/6 F0 males born after total sperm RNA and miR-19b microinjection
Body weight (g), glucose (GTT) and insulin (ITT) tolerance test (mg/dl)
(A)
ITT (C)
GTT (B)

## Slide 8

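In this table the reads of each library and the share that mapped to the mouse genome are listed. The paper's mapping rates for the Dnmt2−/− libraries were 19.5% and 11.7% for D and F of male 1, 52.0% and 9.6% for male 2, 8.4% and 9.7% for male 3, and 8.6% and 11.0% for male 4. The scores of the peaks can be set beside these totals, because within a list each score under 100 is a whole multiple of 1 step (100% of them within 0.2 tags). If the scores are scaled tags, the step gives the number of tags behind each list, which amounted to 75.8% (D of male 2) to 85.4% (F of male 4) of the mapped reads in the table. D of male 2 had the most tags of the 8 libraries by this measure, and its list is also the longest. D of male 1 was next in tags, with 16591831 mapped reads, but its list is the shortest (3427 peaks). F of male 1, with 8100272 mapped reads, had 25406 peaks. The length of the lists therefore did not follow the number of tags alone.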

Supplementary Table 4, RNAs-seq of fractions (D and R) in the sperm of two different mouse line (C57BL/6 and Dnmt2-/-C57BL/6) in normal diet and 21 % butter (high fat diet).
Mapping summary

## Slide 9

Summary of Supplementary Figures
Strain-dependent sensitivity to a high-fat diet
We compared the sensitivity of four lines of mice, C57BL/6, B6/D2, Balb/c and Dnmt2-/-C57BL/6, to HFD under the same conditions and the same time periods. Males born in the same week to different litters from each group at the age of 3 weeks of (F0 means founder) were divided into two groups. One group (F0-ND) was kept on a normal diet (ND), and the other group (F0-HFD) was fed an HFD containing 21% butter (see Methods). At 4 months of age, males were crossed with females who received standard diets (ND) to obtain F1 offspring from F0 animals and the F2 generation from F1 animals. All animals except F0 animals were fed ND and monitored for body weight, fasting blood glucose and insulin tolerance test at 15 weeks.
-Supplementary Figure 1, Founders males Balb/c raised with high fat diet 21% butter (HFD), A: Body weight B: glucose (GTT) and C: insulin (ITT) tolerance test (mg/dl).
-Supplementary Figure 2, Founder males B6/D2 raised with high fat diet 21% butter (HFD), A: Body weight, B: glucose (GTT) and C: insulin (ITT) tolerance test (mg/dl).
-Supplementary Figure 3, Founder males Dnmt2-/-C57BL/6 raised with high fat diet 21% butter (HFD), A: Body weight, B: glucose (GTT) and C: insulin (ITT) tolerance test (mg/dl).
-Supplementary Figure 4, Founder males C57BL/6 raised with high fat diet 21% butter (HFD), A: Body weight, B: glucose (GTT) and C: insulin (ITT) tolerance test (mg/dl).
-Supplementary Figure 5, F1 generation males Balb/c whose father was raised with high fat diet 21% butter (HFD), A: Body weight, B: glucose (GTT) and C: insulin (ITT) tolerance test (mg/dl).
-Supplementary Figure 6, F1 generation males B6/D2 whose father was raised with high fat diet 21% butter (HFD), A: Body weight, B: glucose (GTT) and C: insulin (ITT) tolerance test (mg/dl).
-Supplementary Figure 7, F1 generation males Dnmt2-/-C57BL/6 whose father was raised with high fat diet 21% butter (HFD), A: Body weight, B: glucose (GTT) and C: insulin (ITT) tolerance test (mg/dl).
-Supplementary Figure 8, F1 generation males C57BL/6 whose father was raised with high fat diet 21% butter (HFD), A: Body weight, B: glucose (GTT) and C: insulin (ITT) tolerance test (mg/dl).
-Supplementary Figure 9, F2 generation males Balb/c whose grandfather was raised in high fat diet 21% butter (HFD), A: Body weight, B: glucose (GTT) and C: insulin (ITT) tolerance test (mg/dl).
-Supplementary Figure 10, F2 generation males B6/D2 whose grandfather was raised in high fat diet 21% butter (HFD), A: Body weight, B: glucose (GTT) and C: insulin (ITT) tolerance test (mg/dl).
-Supplementary Figure 11, F2 generation males Dnmt2-/-C57BL/6 F2 whose grandfather was raised in high fat diet 21% butter (HFD), A: Body weight, B: glucose (GTT) and C: insulin (ITT) tolerance test (mg/dl).
-Supplementary Figure 12, F2 generation males C57BL/6 whose grandfather was raised in high fat diet 21% butter (HFD), A: Body weight, B: glucose (GTT) and C: insulin (ITT) tolerance test (mg/dl).
- Supplementary Figure 13, Microinjection of total RNA of sperm from HFD-resistant males perturbs the health of susceptible offspring (Balb/c). Total sperm RNAs prepared from males raised on ND or HFD were microinjected into Balb/c fertilized eggs, as described in the Methods section. All mice were raised on an ND. Body weights at 15 weeks are presented for females born after microinjection of total sperm RNAs for the three lines, Balb/c, ND, HFD, Mixed ND/HFD and HFD RNA added RNase before microinjection and finally HFD Dnmt2-/-C57BL/6 RNA. n = number of mice in each group. Body weight is shown in each group from 6 weeks to 14 weeks of age for females, respectively. Statistical analysis was performed by two-tailed, one-way analysis of variance (ANOVA), uncorrected Fisher’s least significant difference (LSD). *P < 0.05, **P < 0.01, ***P < 0.001 ****P < 0.0001 (ND versus each group). Ns, not significant. All data are plotted as mean ± s.e.m.
-Supplementary Figure 14, miR-19 expression in sperm of individual males. Each line corresponds to the results obtained from a male (repeated with three aliquots). The miR-19b-5p and -3p were systematically dysregulated in all males raised on an HFD, but not in Dnmt2-/-C57BL/6 males. In the latter, we found that miR-19b deregulation was heterogeneous between males, irrespective of the food type. Diet does not affect the level of miR19b in the sperm of Dnmt2-/-C57BL/6.
-Supplementary Figure 15, RNAs fractions (D and R) in the sperm of males in normal diet (ND) and 21 % butter (high fat diet, HFD). Rn18s-rs5, n-R5s100 in sperm samples (13A) ND/HFD wild-types and (13B) Dnmt2-/-C57BL/6.

## Slide 10

Summary of
Supplementary Figures

## Slide 11

Supplementary Figure 1
Founder males Balb/c raised with high fat diet 21% butter (HFD)
A
ns= p≥0.05, *p<0.05, **p<0.01 ***p<0.001 ****p≤0.0001

## Slide 12

Supplementary Figure 1
Founder males Balb/c raised with high fat diet 21% butter (HFD)
B
C
D
E
F
G
H
I
J
K
ns= p≥0.05, *p<0.05, **p<0.01 ***p<0.001 ****p≤0.0001

## Slide 13

Supplementary Figure 2
Founder males B6/D2 raised with high fat diet 21% butter (HFD)
A
ns= p≥0.05, *p<0.05, **p<0.01 ***p<0.001 ****p≤0.0001

## Slide 14

Supplementary Figure 2
Founder males B6/D2 raised with high fat diet 21% butter (HFD)
B
C
D
E
F
G
H
I
J
K
ns= p≥0.05, *p<0.05, **p<0.01 ***p<0.001 ****p≤0.0001

## Slide 15

Supplementary Figure 3
Founder males Dnmt2-/- C57/BL6 raised with high fat diet 21% butter (HFD)
A
ns= p≥0.05, *p<0.05, **p<0.01 ***p<0.001 ****p≤0.0001

## Slide 16

Supplementary Figure 3
Founder males Dnmt2-/-C57BL/6 raised with high fat diet 21% butter (HFD)
B
C
D
E
F
G
H
I
J
K
ns= p≥0.05, *p<0.05, **p<0.01 ***p<0.001 ****p≤0.0001

## Slide 17

Supplementary Figure 4
Founder males C57BL/6 raised with high fat diet 21% butter (HFD)
A
ns= p≥0.05, *p<0.05, **p<0.01 ***p<0.001 ****p≤0.0001

## Slide 18

Supplementary Figure 4
Founder males C57BL/6 raised with high fat diet 21% butter (HFD)
B
C
D
E
F
G
H
I
J
K
ns= p≥0.05, *p<0.05, **p<0.01 ***p<0.001 ****p≤0.0001

## Slide 19

Supplementary Figure 5
F1 generation males Balb/c whose father was raised with high fat diet 21% butter (HFD)
A
ns= p≥0.05, *p<0.05, **p<0.01 ***p<0.001 ****p≤0.0001

## Slide 20

Supplementary Figure 5
F1 generation males Balb/c whose father was raised with high fat diet 21% butter (HFD)
B
C
D
E
F
G
H
I
J
K
ns= p≥0.05, *p<0.05, **p<0.01 ***p<0.001 ****p≤0.0001

## Slide 21

Supplementary Figure 6
F1 generation males B6/D2 whose father was raised with high fat diet 21% butter (HFD)
A
ns= p≥0.05, *p<0.05, **p<0.01 ***p<0.001 ****p≤0.0001

## Slide 22

Supplementary Figure 6
F1 generation males B6/D2 whose father was raised with high fat diet 21% butter (HFD)
B
C
D
E
F
G
H
I
J
K
ns= p≥0.05, *p<0.05, **p<0.01 ***p<0.001 ****p≤0.0001

## Slide 23

Supplementary Figure 7
F1 generation males Dnmt2-/-C57BL/6 whose father was raised with high fat diet 21% butter (HFD)
A
ns= p≥0.05, *p<0.05, **p<0.01 ***p<0.001 ****p≤0.0001

## Slide 24

Supplementary Figure 7
F1 generation males Dnmt2-/-C57BL/6 whose father was raised with high fat diet 21% butter (HFD)
B
C
D
E
F
G
H
I
J
K
ns= p≥0.05, *p<0.05, **p<0.01 ***p<0.001 ****p≤0.0001

## Slide 25

Supplementary Figure 8
 F1 generation C57BL/6 males whose father was raised with high fat diet 21% butter (HFD)
A
ns= p≥0.05, *p<0.05, **p<0.01 ***p<0.001 ****p≤0.0001

## Slide 26

Supplementary Figure 8
 F1 generation males C57BL/6 whose father was raised with high fat diet 21% butter (HFD)
B
C
D
E
F
G
H
I
J
K
ns= p≥0.05, *p<0.05, **p<0.01 ***p<0.001 ****p≤0.0001

## Slide 27

Supplementary Figure 9
F2 generation males Balb/c whose grand father was raised in high fat diet 21% butter (HFD)
A
ns= p≥0.05, *p<0.05, **p<0.01 ***p<0.001 ****p≤0.0001

## Slide 28

Supplementary Figure 9
F2 generation males Balb/c whose grand father was raised in high fat diet 21% butter (HFD)
B
C
D
E
F
G
H
I
J
K
ns= p≥0.05, *p<0.05, **p<0.01 ***p<0.001 ****p≤0.0001

## Slide 29

Supplementary Figure 10
F2 generation males B6/D2 whose grand father was raised in high fat diet 21% butter (HFD)
A
ns= p≥0.05, *p<0.05, **p<0.01 ***p<0.001 ****p≤0.0001

## Slide 30

Supplementary Figure 10
F2 generation males B6/D2 whose grand father was raised in high fat diet 21% butter (HFD)
B
C
D
E
F
G
H
I
J
K
ns= p≥0.05, *p<0.05, **p<0.01 ***p<0.001 ****p≤0.0001

## Slide 31

Supplementary Figure 11
F2 generation males Dnmt2-/-C57BL/6 whose grand father was raised in high fat diet 21% butter (HFD)
A
ns= p≥0.05, *p<0.05, **p<0.01 ***p<0.001 ****p≤0.0001

## Slide 32

Supplementary Figure 11
 F2 generation males Dnmt2-/-C57BL/6 whose grand father was raised in high fat diet 21% butter (HFD)
B
C
D
E
F
G
H
I
J
K
ns= p≥0.05, *p<0.05, **p<0.01 ***p<0.001 ****p≤0.0001

## Slide 33

Supplementary Figure 12
F2 generation males C57BL/6 whose grand father was raised in high fat diet 21% butter (HFD)
A
ns= p≥0.05, *p<0.05, **p<0.01 ***p<0.001 ****p≤0.0001

## Slide 34

Supplementary Figure 12
F2 generation males C57BL/6 whose grand father was raised in high fat diet 21% butter (HFD)
B
C
D
E
F
G
H
I
J
K
ns= p≥0.05, *p<0.05, **p<0.01 ***p<0.001 ****p≤0.0001

## Slide 35

Supplementary Figure 13
Microinjection of total RNA of sperm from HFD-resistant males perturbs the health of susceptible offspring (Balb/c females).

## Slide 36

Supplementary Figure 14- is shown the same data as in Figure 4a but as individual mouse results. Each line corresponds to the results obtained from a male (repeated with three aliquots). The miR-19b-5p and -3p were systematically dysregulated in all males raised on an HFD, but not in Dnmt2-/-C57BL/6 males. In the latter, we found that miR-19b deregulation was heterogeneous between males, irrespective of the food type. Diet does not affect the level of miR19b in the sperm of Dnmt2-/-C57BL/6.

## Slide 37

Supplementary Figure 15A
RNAs fractions (D and R) in the sperm of males in normal diet (ND) and 21 % butter (high fat diet, HFD).

## Slide 38

Supplementary Figure 15B
RNAs fractions (D and R) in the sperm of males in normal diet (ND) and 21 % butter (high fat diet, HFD).

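In this figure the paper sets the 18S rRNA sequence Rn18s-rs5 beside the 5S rRNA gene n-R5s100 in each Dnmt2−/− library, in a unit that the figure does not name. The paper's values for Rn18s-rs5 are lower in F than in D in males 1, 3 and 4 (4112.721 and 99497.33, 13259.04 and 131510.4, 76480.84 and 131803.8) and higher in F in male 2 (103410.1 and 8233.595). In the peak lists, Rn18s-rs5 lay under a peak in all libraries except F of male 1, which has the lowest of the paper's values. The gene n-R5s100 on chromosome 8 (123538786 to 123538904) had no peak in any of the 8 lists. The paper's values for it run from 220.9176 in F of male 1 to 10699.49 in D of male 3. For neither sequence does the lack of a peak show a lack of the RNA.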

## Slide 39

-Individual raw data of Figure 1, Dnmt2-/-C57BL/6 F0, Body weight (g) on HFD 21% butter (high fat diet) or ND (normal diet).
-Individual raw data of Figure 1, Dnmt2-/-C57BL/6 F0, Glucose tolerance tests (GTT) and insulin tolerance tests (ITT, mg/dl) on HFD 21% butter (high fat diet) or ND (normal diet).
-Individual raw data of Figure 1, Dnmt2-/-C57BL/6F0, Body weight (g) on HFD 33% butter (high fat diet) or ND (normal diet).
-Individual raw data of Figure 1, Dnmt2-/-C57BL/6F0, Glucose tolerance tests (GTT) and insulin tolerance tests (ITT, mg/dl) on HFD 33 % butter (high fat diet) or ND (normal diet).
-Individual raw data of Figure 2, Microinjection of total RNA of sperm from HFD-resistant males perturbs the health of susceptible offspring (Balb/c). Body weight, Glucose tolerance tests (GTT) and insulin tolerance tests (ITT, mg/dl) on HFD ND (normal diet).
-Individual raw data of Figure 3, C57BL/6 F0, males born after RNA microinjection, Glucose tolerance tests (GTT), insulin tolerance tests (ITT, mg/dl).
-Individual raw data of Supplementary Figure 1, Balb/c F0, Body weight (g) on HFD 21% butter (high fat diet) or ND (normal diet).
-Individual raw data of Supplementary Figure 1, Balb/c F0, Glucose tolerance tests (GTT) and insulin tolerance tests (ITT, mg/dl), on HFD 21 % butter (high fat diet) or ND (normal diet).
-Individual raw data of Supplementary Figure 2, B6/D2 F0, Body weight (g) on HFD 21% butter (high fat diet) or ND (normal diet).
-Individual raw data of Supplementary Figure 2, B6/D2 F0, Glucose tolerance tests (GTT) and insulin tolerance tests (ITT, mg/dl), on HFD 21 % butter (high fat diet) or ND (normal diet).
-Individual raw data of Supplementary Figure 3, Dnmt2-/-C57BL/6F0, Body weight (g) on HFD 21% butter (high fat diet) or ND (normal diet).
-Individual raw data of Supplementary Figure 3, Dnmt2-/-C57BL/6F0, Glucose tolerance tests (GTT) and insulin tolerance tests (ITT, mg/dl) for on HFD 21 % butter (high fat diet) or ND (normal diet).
-Individual raw data of Supplementary Figure 4, C57BL/6 F0, Body weight (g) on HFD 21% butter (high fat diet) or ND (normal diet).
-Individual raw data of Supplementary Figure 4, C57BL/6 F0, Glucose tolerance tests (GTT) and insulin tolerance tests (ITT, mg/dl) on HFD 21 % butter (high fat diet) or ND (normal diet).
-Individual raw data of Supplementary Figure 5 Balb/c F1, Body weight (g) ), male mice whose father was exposed to HFD 21% butter (high fat diet).
-Individual raw data of Supplementary Figure 5 Balb/c F1, Glucose tolerance tests (GTT) and insulin tolerance tests (ITT, mg/dl).
-Individual raw data of Supplementary Figure 6, B6/D2 F1, Body weight (g) ), male mice whose father was exposed to HFD 21% butter (high fat diet).
-Individual raw data of Supplementary Figure 6, B6/D2 F1, Glucose tolerance tests (GTT) and insulin tolerance tests (ITT, mg/dl).
-Individual raw data of Supplementary Figure 7, Dnmt2-/-C57BL/6 F1, Body weight (g) ), male mice whose father was exposed to HFD 21% butter (high fat diet).
-Individual raw data of Supplementary Figure 7, Dnmt2-/-C57BL/6 F1, Glucose tolerance tests (GTT) and insulin tolerance tests (ITT, mg/dl).
-Individual raw data of Supplementary Figure 8, C57BL/6 F1, Body weight (g) ), male mice whose father was exposed to HFD 21% butter (high fat diet).
-Individual raw data of Supplementary Figure 8, C57BL/6 F1, Glucose tolerance tests (GTT) and insulin tolerance tests (ITT, mg/dl).
-Individual raw data of Supplementary Figure 9, Balb/c F2, Body weight (g), male mice whose grand-father was exposed to HFD 21% butter (high fat diet).
-Individual raw data of Supplementary Figure 9, Balb/c F2, Glucose tolerance tests (GTT) and insulin tolerance tests (ITT, mg/dl).
-Individual raw data Supplementary Figure 10, B6D2 F2, Body weight (g), male mice whose grand-father was exposed to HFD 21% butter (high fat diet).
-Individual raw data Supplementary Figure 10, B6D2 F2, Glucose tolerance tests (GTT) and insulin tolerance tests (ITT, mg/dl).
-Individual raw data of Supplementary Figure 11, Dnmt2-/-C57BL/6 F2, Body weight (g), male mice whose grand-father was exposed to HFD 21% butter (high fat diet).
-Individual raw data of Supplementary Figure 11, Dnmt2-/-C57BL/6 F2, Glucose tolerance tests (GTT) and insulin tolerance tests (ITT, mg/dl).
-Individual raw data of Supplementary Figure 12, C57BL/6 F2, Body weight (g), male mice whose grand-father was exposed to HFD 21% butter (high fat diet).
-Individual raw data of Supplementary Figure 12, C57BL/6 F2, Glucose tolerance tests (GTT) and insulin tolerance tests (ITT, mg/dl).

## Slide 40

-Individual raw data of Figure 1, Dnmt2-/-C57BL/6 F0, Body weight (g) on HFD 21% butter (high fat diet) or ND (normal diet).

## Slide 41

-Individual raw data of Figure 1, Dnmt2-/-C57BL/6 F0, Glucose tolerance tests (GTT) and insulin tolerance tests (ITT, mg/dl)
 on HFD 21% butter (high fat diet) or ND (normal diet).

## Slide 42

-Individual raw data of Figure 1, Dnmt2-/-C57BL/6 F0, Body weight (g) on HFD 33% butter (high fat diet) or ND (normal diet).

## Slide 43

-Individual raw data of Figure 1, Dnmt2-/-C57BL/6 F0, Glucose tolerance tests (GTT)
on HFD 33 % butter (high fat diet) or ND (normal diet).

## Slide 44

-Individual raw data of Figure 1, Dnmt2-/-C57BL/6 F0, insulin tolerance tests (ITT, mg/dl)
 on HFD 33 % butter (high fat diet) or ND (normal diet).

## Slide 45

-Individual raw data of Figure 2, Microinjection of total RNA of sperm from HFD-resistant males perturbs the health
of susceptible offspring (Balb/c). Males, Body weight (g).
RNAsperm Balb/c

## Slide 46

-Individual raw data of Figure 2, Microinjection of total RNA of sperm from HFD-resistant males perturbs the health
of susceptible offspring (Balb/c). Females, Body weight (g).

## Slide 47

-Individual raw data of Figure 2, Microinjection of total RNA of sperm from HFD-resistant males perturbs the health
of susceptible offspring (Balb/c). Males, Glucose tolerance tests (GTT)
and insulin tolerance tests (ITT, mg/dl) on HFD ND (normal diet).

## Slide 48

Individual raw data of Figure 3, C57BL/6 males born after RNA microinjection, Body weight (g)

## Slide 49

Individual raw data of Figure 3, C57BL/6 males born after RNA microinjection, Glucose tolerance tests (GTT)

## Slide 50

Individual raw data of Figure 3, C57BL/6 males born after RNA microinjection, Insulin tolerance test (ITT, mg/dl)

## Slide 51

-Individual raw data of Supplementary Figure 1, Body weight (g) for Balb/c F0 on HFD 21% butter (high fat diet) or ND (normal diet).

## Slide 52

-Individual raw data of Supplementary Figure 1, Balb/c F0, Glucose tolerance tests (GTT)
on HFD 21 % butter (high fat diet) or ND (normal diet).
-Individual raw data of Supplementary Figure 1, Balb/c , insulin tolerance tests (ITT, mg/dl),
on HFD 21 % butter (high fat diet) or ND (normal diet).

## Slide 53

-Individual raw data of Supplementary Figure 2, B6/D2 F0, Body weight (g) on HFD 21% butter (high fat diet) or ND (normal diet).

## Slide 54

-Individual raw data of Supplementary Figure 2, B6/D2 F0, Glucose tolerance tests (GTT) and insulin tolerance tests (ITT, mg/dl),
on HFD 21 % butter (high fat diet) or ND (normal diet).

## Slide 55

-Individual raw data of Supplementary Figure 3, Dnmt2-/-C57BL/6 F0, Body weight (g)
 on HFD 21% butter (high fat diet) or ND (normal diet).

## Slide 56

-Individual raw data of Supplementary Figure 4, C57BL/6 F0, Body weight (g)
on HFD 21% butter (high fat diet) or ND (normal diet).

## Slide 57

-Individual raw data of Supplementary Figure 4, C57BL/6 F0,
Glucose tolerance tests (GTT) and
insulin tolerance tests (ITT, mg/dl)
on HFD 21 % butter (high fat diet) or ND (normal diet).

## Slide 58

-Individual raw data of Supplementary Figure 5, Balb/c F1, Body weight (g),
male mice whose father was exposed to HFD 21% butter (high fat diet).

## Slide 59

-Individual raw data of Supplementary Figure 5 Balb/c F1, Glucose tolerance tests (GTT) and insulin tolerance tests (ITT, mg/dl).

## Slide 60

-Individual raw data of Supplementary Figure 6, B6/D2 F1, Body weight (g),
male mice whose father was exposed to HFD 21% butter (high fat diet).

## Slide 61

-Individual raw data of Supplementary Figure 6, B6/D2 F1, Glucose tolerance tests (GTT) and insulin tolerance tests (ITT, mg/dl).

## Slide 62

-Individual raw data of Supplementary Figure 7, Dnmt2-/-C57BL/6 F1, Body weight (g),
 male mice whose father was exposed to HFD 21% butter (high fat diet).

## Slide 63

-Individual raw data of Supplementary Figure 7, Dnmt2-/-C57BL/6 F1,
Glucose tolerance tests (GTT) and insulin tolerance tests (ITT, mg/dl).

## Slide 64

-Individual raw data of Supplementary Figure 8, C57BL/6 F1, Body weight (g),
 male mice whose father was exposed to HFD 21% butter (high fat diet).

## Slide 65

-Individual raw data of Supplementary Figure 8, C57BL/6 F1, Glucose tolerance tests (GTT) and insulin tolerance tests (ITT, mg/dl).

## Slide 66

-Individual raw data of Supplementary Figure 9, Balb/c F2, Body weight (g)
male mice whose grand-father was exposed to HFD 21% butter (high fat diet).

## Slide 67

-Individual raw data of Supplementary Figure 9, Balb/c F2, Glucose tolerance tests (GTT) and insulin tolerance tests (ITT, mg/dl).

## Slide 68

-Individual raw data Supplementary Figure 10, B6D2 F2, Body weight (g),
 male mice whose grand-father was exposed to HFD 21% butter (high fat diet).

## Slide 69

-Individual raw data Supplementary Figure 10, B6D2 F2, Glucose tolerance tests (GTT) and insulin tolerance tests (ITT, mg/dl).

## Slide 70

-Individual raw data of Supplementary Figure 11, Dnmt2-/-C57BL/6 F2, Body weight (g)
male mice whose grand-father was exposed to HFD 21% butter (high fat diet).

## Slide 71

-Individual raw data of Supplementary Figure 11, Dnmt2-/-C57BL/6 F2,
Glucose tolerance tests (GTT) and insulin tolerance tests (ITT, mg/dl).

## Slide 72

-Individual raw data of Supplementary Figure 12, C57BL/6 F2, Body weight (g)
male mice whose grand-father was exposed to HFD 21% butter (high fat diet).

## Slide 73

-Individual raw data of Supplementary Figure 12, C57BL/6 F2,
Glucose tolerance tests (GTT) and insulin tolerance tests (ITT, mg/dl).

How the deposited data were processed for this re-analysis (not part of the article)

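The data are lists of significant peaks from the RNA sequencing of sperm from 4 Dnmt2−/−C57BL/6 males, 2 on ND (males 1 and 2) and 2 on HFD with 21% butter (males 3 and 4). Each male gave a DNA-bound (D) and a free (F) RNA library, so there are 8 lists. The 8 wild-type libraries were mapped to diet and fraction but were not analysed here. The lists were given to males and fractions by the sheet names, which equal the sample titles, and no column of values was left unused (0).

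The authors checked the reads with FastQC, trimmed them with cutadapt and Trimmomatic 0.36, aligned them to GRCm38 with Hisat2, and called peaks in each library separately with HOMER 4.9 at a false discovery rate given in the legend of Figure 5. They then annotated each peak with HOMER against mm10. The submitters' processing notes also name Salmon, which gives no value in the lists. The score of each peak was computed by the authors. Its unit is not stated, and it was taken as the number of tags in the peak scaled to a total common to all libraries, inferred from its whole steps and HOMER's usual output. It was checked that 100% of the scores under 100 are whole multiples of 1 step per list within 0.2 tags. On this reading the tags behind the lists amount to 75.8% to 85.4% of the mapped reads that the paper gives. Scores were compared within a list only. Peak positions hold for mm10, and all peaks carry the same strand, so sense and antisense cannot be separated. The paper states total and mapped reads, but the lists do not show reads outside peaks.

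The lists were read with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and pictures were drawn with matplotlib 3.10.9. Shares per class use the first word of the authors' annotation over annotated peaks. Between 11 and 110 peaks per list had no annotation, for example those on the mitochondrial genome, and were left out of shares. Repeat classes come from the authors' detailed annotation. Intervals for single libraries are Wilson intervals at 95%, for counting error only, and neighbouring peaks of 1 transcript are not independent. The lowest peak held 6 tags in 7 libraries and 14 tags in D of male 2, so weak transcripts are not seen.

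F and D were compared within males, because the paper prepared both fractions from each male. The exact sign-flip permutation test has 16 sign patterns, and its smallest two-sided p is 0.13. An unpaired exact permutation test over 70 splits (smallest p 0.0286) was an alternative. The male numbers pair the libraries by the animal, and no further test of the pairing was used. Diets were compared over 6 splits of 4 males within a fraction (smallest p 0.333). Repeat classes were adjusted by Benjamini-Hochberg over 6 classes. Overlaps between lists needed at least 1 shared base and were computed in Python, with functions checked against bedtools 2.31.1 on random intervals. Chance overlaps and chance class shares came from 100 random placements of the peaks on their own chromosomes with a fixed seed. Random positions were assigned classes from GENCODE M21 transcripts matched to RefSeq, with promoters from 1000 bases upstream to 100 bases downstream of the start. The same gene models gave 94.4% to 98.2% of the observed peaks the authors' class. Similarity of peak positions was measured with the Jaccard index and tested over 24 pairings.

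For gene lists, a gene counted in a library when at least 1 peak lay in its exons, UTRs, promoter-TSS, TTS or non-coding class. Peaks in introns were left out because they grow with gene length. Each list was tested against the 21045 genes named in any of the 8 lists by Fisher's exact test, with Benjamini-Hochberg adjustment over 112 tests. Only list members among these genes counted, so genes without a peak in or near them in any library are left out. The lists cover the epididymal epithelium, sperm and spermatids, leukocytes, erythroid cells, liver (a tissue not in the sample), cytosolic ribosomal proteins, oxidative phosphorylation, histones, snoRNAs and scaRNAs, spliceosomal snRNAs, microRNAs, cytosine-5 methylation, obesity and glucose homeostasis, and olfactory and vomeronasal receptors. The lists of cell types share 0 genes. A list of genes encoded by the mitochondrial genome had 0 members named in the lists of peaks and was not tested. The step was tested on simulated data: of 100 simulated lists of 30 genes in F of male 1, drawn from 21045 genes with a weight of 4 on genes with peaks, 97 were called, and of 100 lists drawn without that weight 1 was called.

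Genes are named by a rule: those the paper names for the sequencing, those nearest to the 5 highest peaks of each library, the 10 genes with exon or UTR peaks in the most libraries, the 10 genes with most such peaks in each library with over 5% of peaks in exons, and the 4 members with the highest score of each gene list given as an example. Positions of microRNAs and 45S genes come from GENCODE M21, and those of Rn18s-rs5 and Gm39429 from a RefSeq table of the same build. Rn45s has no coordinates in either and stands only as the name the authors' annotation gives. The part of Lars2 under its peak was aligned to all other transcripts with blastn 2.17.0.

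Alternatives were a stricter score threshold (the median of each list), lists of equal length, merging of peaks within 1 kb, the main chromosomes alone, repeats left out, shares of bases or of summed score, an overlap of 50% of both peaks, scaling to mapped reads, other gene backgrounds, no pairing, and leaving out each male. Left out were tests of scores between libraries, because each list was called on its own, and any comparison with wild type.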

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

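The tests on 28S rRNA copies and on the Lars2 mRNA were chosen only after the Lars2 result was seen, as were the lists of genes matched for transcript length and the naming of the genes with the highest exon scores.

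Among 30 groups of 4 libraries of 1 fraction, 5 held a library far from the other 3, where chance gives about 1.5 (about 1 in 20 groups). Promoter-TSS peaks made up 1.46% in D of male 1 and 0.881% to 0.924% in the other D libraries. The rRNA repeats held 2.05% of peaks in D of male 1 and 0.0522% to 0.161% in the other D libraries. LTR elements held 9.09% in D of male 2 and 7.22% to 7.46% in the others. LINEs held 3.10% in F of male 1 and 17.8% to 20.2% in the other F libraries. Exons held 46.6% in F of male 1 and 0.263% to 7.10% in the other F libraries.

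The difference between F and D in LTR elements went one way in both HFD males (mean 1.01 percentage points) and the other way in both ND males (mean -2.80), a gap of 3.82 points. The gap was 1.51 points without male 1 and 6.13 without male 2. This difference between diets was not tested.

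Signals outside those the paper discusses were the epididymal epithelium genes, 25 of 29 with a peak outside introns in F of male 1 and 16 of 29 in F of male 3, and 27 peaks on the mitochondrial genome over the 8 libraries.

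The high exon share of F of male 1 was weighed against peaks near the calling threshold and RNA of other cells. Weak peaks are argued against, since exons held 56.8% of its 3427 highest peaks, more than of all its peaks. Epididymal genes had an odds ratio of 15.4 for exon and UTR peaks (adjusted p = 2.7e-09, Fisher's exact test; highest score 4950.0, Gpx5), while liver genes, of a tissue not in the sample, had 0.736, so RNA of the epididymal epithelium is a candidate explanation for part of these peaks, as a hypothesis, although the paper reports that sperm were separated from somatic cells by centrifugation. Erythroid genes (odds ratio 1.96, adjusted exact p = 0.887) did not pass, although Hbb-b1 (4658.0) and Hba-a1 (1850.6) were among the highest exon peaks of this library. Leukocyte genes (odds ratio 1.47, adjusted exact p = 1) did not pass, and neither did sperm and spermatid genes (1.97, adjusted exact p = 0.310). For peaks outside introns, however, the latter passed against lists matched for length (18 against a mean of 9.70, permutation p = 0.004, unadjusted). So these sources stay open. Both F libraries with many exon peaks are of different diets, and no biological explanation by diet was tested.

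In the 6 libraries with over 60% of peaks at intergenic positions (1 library by summed score), weak peaks are argued against, because the share changed by at most 0.780 percentage points among peaks above the median score of their list. The density of peaks on the X chromosome was at most 0.550 of the autosomal median in these libraries (lowest 0.215), while the lowest autosome reached 0.837 or more, but it was also low in F of male 1 (0.481) and F of male 3 (0.570), which are outside this pattern. Sperm carry either an X or a Y chromosome, and other male cells hold 1 X beside paired autosomes. DNA of any male cell would therefore give a low X density, which does not point to sperm. With intergenic shares within 5 points of random positions in 5 of the 6 libraries, reads from genomic DNA are a hypothesis. Against this source, the Y chromosome, which male DNA would hold as often as the X, had 0.0681 to 0.209 of the autosomal density. Exon peaks were 0.201 to 0.542 times as frequent as at random positions, and the paper reports DNase treatment. Fewer uniquely placed reads on the Y chromosome, with its many repeats, and a lower output of RNA from the X chromosome were not tested, so the source stays open.

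The Lars2 peak was weighed against reads shared with rRNA and expression of the mRNA. The longest alignment to the 4 annotated transcripts of the 45S region of chromosome 17 was 11 bases. Rn45s, the 45S pre-rRNA transcript of the authors' annotation, has no coordinates here and was not among them. Sharing with the 28S part of 45S pre-rRNA was therefore not tested. Expression of the whole mRNA is argued against by the lack of any other exon or UTR peak in the 8 lists, whose lowest score is at most 0.411% of that of the Lars2 peak, since 14 of its 21 exons lie over 10000 bases from the peak, beyond the reach of the local filter of the peak caller. All 15 other genes of F of male 1 with a score of at least 1000 had more than 1 such peak. A 28S rRNA copy on chromosome 16 matched 72 bases under the peak, so shared reads may account for part of it, although the Lars2 peak scored 1.35 to 2.98 times the peak at that copy in the 8 libraries.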

How the results depend on the processing

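Settings added after seeing the data were the GENCODE basic gene models, lists matched for transcript length, all settings of the repeat classes and of the diet comparison, and shares of summed score for the spread and for the libraries above 60%. Of 152 alternatives over 24 results, 130 kept direction and side of the threshold, 17 reversed direction (of which 1, the similarity with lists of equal length, also came to pass the threshold), 2 others came to pass it and 3 (the overlap with lists of equal length, the number of gene list calls and the libraries above 60%) moved in size. The cause was not tested unless given.

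The log2 difference in number of peaks (F minus D) was 0.54 per mapped reads instead of -0.29, and -1.35 to 0.52 with 1 male left out (reversed without male 2, and without male 3 at 0.00098). For introns it was 22.6 percentage points by summed score, and -4.72 to 3.17 with 1 male left out (reversed without male 1). The mean intergenic difference kept its direction in all 12 settings (-26.6 to -7.80), though male 4 turned with repeats left out. The mean exon difference kept its direction in all 13 (2.23 to 18.7, and 4.14 by summed score). With 1 male left out, the intergenic difference was -25.1 to -7.80, exons 2.23 to 17.6, LINE -5.71 to -0.0579, SINE 0.209 to 1.87, LTR -1.76 to 0.511, satellites 0.0559 to 0.540, simple repeats -11.2 to -7.03 and rRNA repeats -0.523 to 0.238, with LTR and rRNA repeats reversed without male 1. The diet difference was then -0.918 to 2.83 points in D and -9.90 to 44.3 in F, reversed without male 1 in both. By summed score, satellites (-13.6), rRNA repeats (19.5) and the diet difference in D (-17.8) reversed. The log2 ratio of spreads was 3.56 to 4.44 by number of peaks (3.83 to 4.44 with 1 male left out) and reversed to -0.61 by summed score.

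Without the replicate block (the pairing by male), simple repeats differed by -8.99 points at an exact p of 0.0286, unadjusted, and the block changed no other call. The overlap of D with F was 4.30% with lists of equal length, and 2.56% to 3.38% with 1 male left out. The excess similarity of D and F of the same male was 0.00206 with lists of equal length (exact p = 0.0417) and -0.00101 to 0.00126 with 1 male left out (reversed without male 2). Libraries above 60% intergenic were 6, or 5 without repeats and 1 by summed score. The random comparison gave -4.38 instead of -5.19 points with GENCODE basic models.

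Gene list calls numbered 11, 15 with exon and UTR peaks alone, and 7 with protein-coding genes as background, where the snoRNA and microRNA lists drop out by construction. With exon and UTR peaks, 8 of the 11 calls were shared, but those of microRNAs were fixed by the setting, which gives 0 of 798 in all 8 libraries. Those of olfactory receptors in D of male 1 and of snoRNAs in F of male 3 were lost, and the snoRNA list in F of male 1 turned from more to fewer (0 of 84, adjusted exact p = 7.7e-12), because peaks at snoRNA genes lie in the classes that this setting leaves out. Added were obesity genes in F of male 1, methylation genes in F of male 3 and fewer olfactory receptors in D of male 2, beside 3 microRNA calls fixed in the same way. Epididymal odds ratios stayed at 10.2 to 15.4 in F of male 1 and 16.7 to 22.7 in F of male 3. Against lists matched for length, the counts were 3.46 and 10.9 times the mean of those lists. The sperm and spermatid list passed in F of male 1 (1.86 times, permutation p = 0.004, unadjusted). The leukocyte list in F of male 3 moved from an odds ratio of 0.963 to 1.39 with exon and UTR peaks, and was 1.07 times the matched lists, with 1 gene. Overlap on the same strand changes nothing because all strands are equal, and lists of equal length give no number of peaks. Depth limits the lists to peaks of at least 6 tags (14 in D of male 2), if the scores are scaled tags.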

Differences from the paper's values

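Of 15 values that the paper gives for these libraries, 2 in its text and 13 read by eye from Figure 5, none differed from the values here by both more than the SD between libraries and more than 1.5 times, a wide rule where the SD is large (19.7 points for the intergenic mean), and the by-eye values lay within 0.588 percentage points. The bars were matched to the males by the order of their numbers, which the paper does not state.

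The paper states that transcripts are more abundant in the free fraction in all samples. The number of peaks was higher in F in 1 of 4 Dnmt2−/− males, with a mean log2 difference of -0.29. The alternatives with a higher mean in F were scaling to the mapped reads (0.54) and leaving out male 2 (0.52) or male 3 (0.00098), all set before the data were examined. A number of peaks is not an amount of transcript, so the measures are not the same.

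The paper states that all sperm transcripts occur in both fractions. Of the D peaks, 3.00% overlapped an F peak of the same male, and 1 gene (Lars2) had an exon or UTR peak in all 8 libraries. A peak list leaves out transcripts under its threshold.

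The paper gives an average intergenic share for the Dnmt2−/− samples. The mean over the 8 libraries was 53.8%, below that of the paper by less than the SD, while the median was 63.2%, the D mean 63.3%, and 6 of 8 libraries lay above 60%.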

Other observations

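These genes were picked by their highest exon or UTR score after the values were seen. In F of male 1 the 20 genes with the highest exon or UTR peaks were, after Lars2, Gpx5 and Hbb-b1, the aldo-keto reductase Akr1b7 (score 3169.7, 10 such peaks), the elongation factor Eef1a1 (1942.0), Hba-a1, Crisp1, Clu, Mfge8, Itm2b, Lcn8, Rnase10, Cuzd1, Cd52, Spink8, Teddm1a, Serpina1f, Lcn9, Defb20 and Adam7. Of these 20, 9 are in the epididymal list. In F of male 3, 3 of the 20 are, and Lars2, Gpx5, Itm2b, Clu, Mfge8, Cd52 and Npc2 lead.

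The mitochondrial genome had 2 to 4 peaks per library. In F of male 1 they lay in the 16S rRNA gene mt-Rnr2 (1452 to 1621, rank 4), mt-Nd4 (rank 11) and mt-Cytb (ranks 14 and 15). In D of male 1 they lay in mt-Rnr2, mt-Nd4, mt-Nd5 and mt-Cytb, at ranks 34 to 80. A peak at mt-Nd6 or overlapping it was present in 6 of the 8 libraries, in D and F of males 2, 3 and 4 and in neither fraction of male 1.

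Telomeric repeats held 65 of 3427, 155 of 49918, 99 of 22726 and 119 of 21171 peaks in D of males 1 to 4. In F they held 29 of 25406, 72 of 7635, 65 of 10143 and 107 of 18709. The counts were higher in D in each male, but the share of the list was higher in F in males 2, 3 and 4. The Y chromosome had a peak density of 0.0360 to 0.209 of the autosomal median. These values were not tested.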
